# Stem Cell Determinant SOX9 Promotes Lineage Plasticity and Progression in Basal-like Breast Cancer

**DOI:** 10.1016/j.celrep.2020.107742

**Published:** 2020-06-09

**Authors:** John R. Christin, Chunhui Wang, Chi-Yeh Chung, Yu Liu, Christopher Dravis, Wei Tang, Maja H. Oktay, Geoffrey M. Wahl, Wenjun Guo

## Abstract

Lineage plasticity is important for the development of basal-like breast cancer (BLBC), an aggressive cancer subtype. While BLBC is likely to originate from luminal progenitor cells, it acquires substantial basal cell features and contains a heterogenous collection of cells exhibiting basal, luminal, and hybrid phenotypes. Why luminal progenitors are prone to BLBC transformation and what drives luminal-to-basal reprogramming remain unclear. Here, we show that the transcription factor SOX9 acts as a determinant for estrogen-receptor-negative (ER^−^) luminal stem/progenitor cells (LSPCs). SOX9 controls LSPC activity in part by activating both canonical and non-canonical nuclear factor κB (NF-κB) signaling. Inactivation of TP53 and RB via expression of SV40 TAg in a BLBC mouse tumor model leads to upregulation of SOX9, which drives luminal-to-basal reprogramming *in vivo*. Furthermore, SOX9 deletion inhibits the progression of ductal carcinoma *in situ* (DCIS)-like lesions to invasive carcinoma. These data show that ER^−^ LSPC determinant SOX9 acts as a lineage plasticity driver for BLBC progression.

## In Brief

Basal-like breast cancer (BLBC) preferentially originates from ER-negative luminal stem/progenitor cells (LSPCs). Christin et al. show that the transcription factor SOX9 acts as a key regulator for these LSPCs. Inactivation of BLBC tumor suppressors co-opt SOX9 upregulation to promote luminal-basal reprogramming and tumor progression.

## INTRODUCTION

Lineage plasticity, the ability of committed cells to change cell states through dedifferentiation or transdifferentiation, is an important mechanism for tissue repair (Ge and Fuchs, 2018; Rajagopal and Stanger, 2016; Wahl and Spike, 2017). Cancer can co-opt this normal repair program to promote its initiation and progression (Ge and Fuchs, 2018; Le Magnen et al., 2018). Un-like normal tissues, where lineage plasticity is a transient state during tissue repair, cancer cells exhibit persistent plasticity. Various oncogenic mutations can enable cells to break down normal lineage restriction and acquire aberrant lineage potential (Ge et al., 2017; Van Keymeulen et al., 2015; Kopp et al., 2012; Koren et al., 2015). In addition, cancer cell plasticity can be perpetuated by an inflammatory tumor microenvironment (Ge and Fuchs, 2018; Le Magnen et al., 2018). This excess cellular plasticity is a major contributor to tumor heterogeneity (Wahl and Spike, 2017). Lineage plasticity has also been recognized as an important mechanism of drug resistance, allowing cancer cells to change cell states and escape from lineage-directed therapy (Ku et al., 2017; Mu et al., 2017; Zou et al., 2017). A better understanding of the underlying mechanisms driving lineage plasticity is important for developing more effective cancer therapy.

Basal-like breast cancer (BLBC), which includes the majority of triple-negative breast cancer, is an aggressive cancer subtype demonstrating high degrees of cellular plasticity (Prat and Perou, 2011; Wahl and Spike, 2017). Despite its prominent basal cell features compared to other breast cancer subtypes, BLBC is likely to originate from luminal progenitors (Lim et al., 2009, 2010; Molyneux et al., 2010; Proia et al., 2011). The global gene expression signature of BLBC is closely related to adult luminal progenitors and fetal mammary stem cells (Lim et al., 2009, 2010; Spike et al., 2012; Giraddi et al., 2018). Furthermore, transformation of luminal cells, but not basal cells, generates tumors resembling human BLBC (Keller et al., 2012; Molyneux et al., 2010). Interestingly, inactivation of the BLBC tumor suppressor BRCA1 or p53 leads to expansion of luminal progenitors in human patients and elicits a luminal-to-basal/mesenchymal transition in mouse models (Lim et al., 2009; Rios et al., 2019; Sau et al., 2016; Tao et al., 2017; Wang et al., 2019). Why certain luminal cells are predisposed to transformation by loss of BLBC tumor suppressors remains unclear, as do the mechanisms mediating the luminal-to-basal reprogramming. Addressing these questions would provide much needed clarity on the mechanisms of cell-state switching in breast cancer.

The mammary luminal epithelium is composed of estrogen-receptor-negative (ER^−^) and ER-positive (ER^+^) cells. We and others have shown that ER^−^ and ER^+^ luminal cells are two independent lineages that can be maintained by distinct stem/progenitor cells in the postnatal mouse mammary gland (Giraddi et al., 2015; Van Keymeulen et al., 2017; Rodilla et al., 2015; Wang et al., 2017). A population of SOX9^+^/NOTCH1^+^ cells maintain the self-renewal and regeneration of the ER^−^ lineage (Van Keymeulen et al., 2017; Rodilla et al., 2015; Wang et al., 2017). These cells overlap with the cell population previously considered as the origin of BLBC (Lim et al., 2009; Molyneux et al., 2010). SOX9 is a key developmental transcription factor that regulates the function of stem/progenitor cells in several epithelial tissues, including a role in inducing gland-reconstituting multipotent mammary stem cell activity (Guo et al., 2012; Jo et al., 2014). A recent *in vitro* study suggests that SOX9 plays a role in luminal progenitors (Domenici et al., 2019). Earlier work also showed *Sox9* deletion causes a transient delay in mammary ductal tree development (Malhotra et al., 2014). However, the function of SOX9 in LSPCs *in vivo* remains unclear. More importantly, the role of SOX9 in BLBC initiation and progression has not been studied. Here, we investigated the functional role of SOX9 in ER^−^ luminal stem/progenitor cells (LSPCs) and BLBC oncogenesis using *in vivo* genetic models.

## RESULTS

### SOX9 Controls ER^−^ Luminal Stem/Progenitor Activity

Consistent with previous studies (Domenici et al., 2019; Wang et al., 2017), we found that ER^−^ luminal cells expressed markedly higher levels of *Sox9* mRNA relative to ER^+^ cells (Figures S1A and S1B). To determine the role of SOX9 in the mammary gland *in vivo*, we crossed mice carrying a floxed *Sox9* allele (*Sox9* ^F/F^) (Akiyama et al., 2002) to MMTV-iCre (codon-improved Cre) transgenic mice (Roussos et al., 2010). The MMTV-iCre transgene also contained a Cre-activatable ECFP reporter, which facilitates the identification of Cre-recombined cells (Figure 1A). In keeping with the known incomplete penetrance of the MMTV promoter in mammary epithelial cells (Hennighausen et al., 1995), MMTV-iCre was expressed in 60%–80% of basal and ER^−^ luminal cells but only ~20% of ER^+^ cells, based on the ECFP Cre reporter (Figure 1B). Similar results were found by directly measuring *Sox9* deletion in mammary subpopulations (Figure S1C). We further measured *Sox9* deletion in sorted ECFP^+^ cells. While the floxed *Sox9* allele was efficiently deleted in ECFP^+^ luminal cells, surprisingly, it was not deleted in ECFP^+^ basal cells (Figure 1C). The exact cause of lack of *Sox9* deletion in Cre-reporter-positive basal cells remains to be determined. However, efficient *Sox9* deletion in ECFP^+^ luminal cells in MMTV-iCre; *Sox9* ^F/F^ (referred to as *Sox9*-cKO henceforth) mice allowed us to investigate SOX9 function in the ER^−^ luminal lineage *in vivo*.

Nulliparous *Sox9*-cKO mice showed normal mammary ductal tree development (Figures S1D and S1E). However, there was a noticeable alveologenesis defect during early pregnancy in *Sox9-*cKO mice (Figure 1D) and, correspondingly, a 3-fold decrease in the ER^−^ to ER^+^ luminal cell ratio relative to control animals (Figure 1E). This is consistent with previous finding that SOX9^+^ LSPCs contribute to ER^−^ alveolar cells during pregnancy (Wang et al., 2017). The alveologenesis defect in *Sox9-*cKO was no longer present later in pregnancy (Figure S1D). One cause of the transient developmental phenotype in *Sox9*-cKO mice could be the incomplete deletion of *Sox9* in the ER− luminal lineage (Figures 1B and S1C).

To directly assess ER^−^ LSPC activity, we utilized a Matrigel-based organoid culture assay that specifically measures ER^−^ LSPC activity. This culture condition enables ER^−^ luminal cells to robustly generate acinar structures, with minimal growth from ER^+^ cells (Figure S1F). The *ex vivo* acinar structures maintained high levels of *Sox9* similar to those of the ER^−^ cells *in vivo* (Figure S1G). Compared to the control ER^−^ cells, the *Sox9* null ER^−^ cells were depleted of LSPC activity (Figure 1F). The defect of ER^−^ LSPCs in *Sox9*-cKO animals could be due to a cell-autonomous role of SOX9 in maintaining LSPC activity or a requirement of SOX9 in the development of LSPCs. Therefore, we re-expressed *Sox9* in *Sox9*-cKO cells *ex vivo* and found it rescued the LSPC activity (Figure 1G). Furthermore, acute deletion of *Sox9* in freshly sorted wild-type (WT) ER^−^ luminal cells by CRISPR greatly diminished LSPC activity *ex vivo* (Figures 1H and S1H). These results suggest a cell-autonomous, persistent requirement for SOX9 expression in maintaining LSPC activity.

To further test whether SOX9 is capable of inducing the ER^−^ LSPC state, we found that SOX9 ectopic expression could induce acinus-forming ability in ER^+^ cells to a level equivalent to 15% of the activity in endogenous ER^−^ cells (Figure 1I). Furthermore, SOX9 ectopic expression markedly increased the expression of multiple ER^−^ luminal cell signature genes, including *Sox10*, *Id4*, and *Elf5* (Figure 1J; Dravis et al., 2015; Lim et al., 2010). Interestingly, our previous study showed upregulation of SOX10 is required for induction of organoid-forming cells by SOX9 and SLUG (Guo et al., 2012). Together, the above results demonstrate that SOX9 is an important determinant of ER^−^ LSPC activity.

### SOX9 Upregulates Both Canonical and Non-canonical NF-κB Signaling in ER^−^ Luminal Cells

To understand downstream pathways mediating the function of SOX9, we compared the transcriptomes of *Sox9*-cKO and *Sox9*-WT ER^−^ luminal cells (Figure 2A). Gene set enrichment analysis (GSEA) of the transcriptomic data revealed that multiple nuclear factor κB (NF-κB) pathway related gene sets were among the most significantly downregulated molecular signatures in *Sox9*-cKO cells (Figures 2B and S2A). The downregulation of NF-κB signaling was further confirmed by qRT-PCR measuring NF-κB target genes, including *Tnf*, *Tnfaip2*, and *Tnfaip3* (Figure 2C). Interestingly, loss of *Sox9* significantly downregulated multiple members in the NF-κB family, including ones regulating the canonical (*Rel*, *Rela*, and *Nfkb1*) and non-canonical (*Relb* and *Nfkb2*) pathways (Figure 2D). We surmise that the downregulation of these NF-κB transcription factors likely contributes to the inhibition of NF-κB signaling in *Sox9*-cKO cells.

To determine the function of NF-κB signaling in ER^−^ LSPCs, we first transduced ER^−^ luminal cells with an IkBa superrepressor mutant (IκBα^SR^) that constitutively inhibits canonical NF-κB signaling (Van Antwerp and Verma, 1996). Expression of IκBα^SR^ markedly inhibited acinus formation by ER^−^ cells (Figure 2E). We then inhibited the non-canonical NF-κB pathway by CRISPR-mediated knockout of *Nfkb2*, thereby preventing the formation of the transcriptionally active NFKB2/RELB complex. Knockout of *Nfkb2* with two independent sgRNAs significantly inhibited the acinus-forming activity in ER^–^ luminal cells (Figure 2F). These results suggest that both canonical and non-canonical NF-κB signaling are required to maintain ER^−^ LSPC activity. Supporting this notion, GSEA analysis of our recently published single-cell RNA-seq data (Chung et al., 2019; Giraddi et al., 2018) demonstrated that NF-κB signaling was significantly upregulated in ER^−^ luminal cells (Figure S2B). In addition, canonical and non-canonical NF-κB pathways are both activated in ER^−^ LSPCs in *BRCA1* mutation driven tumorigenesis (Nolan et al., 2016; Sau et al., 2016). SOX9 likely potentiates the response of ER^−^ LSPCs to NF-κB stimuli by increasing the level of NF-κB family transcription factors.

### Human BLBC Expresses High Levels of *SOX9*

As previously mentioned, BLBC is likely to originate from the ER^−^ luminal lineage (Lim et al., 2009; Molyneux et al., 2010). Thus, we examined potential correlations between SOX9 and BLBC using gene expression datasets from The Cancer Genome Atlas (TCGA) BRCA and METABRIC studies (Ciriello et al., 2015; Koboldt et al., 2012; Pereira et al., 2016). In both datasets, *SOX9* expression is significantly upregulated in BLBC compared to other molecular subtypes (Figure S2C). Using the TCGA dataset, we found that higher *SOX9* levels in tumor samples correlated with greater enrichment of the molecular signatures of normal ER^−^ luminal cells and ER^−^ tumors (Figure S2D), in agreement with a previous study with a small number of tumor samples (Domenici et al., 2019). Further supporting the SOX9 association with ER^−^ tumors, we found that *SOX9*-high (*Z* score ≥ 2) breast cancer had significantly decreased ESR1 at both the RNA and protein levels (Figure S2E; Cerami et al., 2012; Gao et al., 2013). Additionally, high *SOX9* levels are associated with shorter relapse-free survival within BLBC patients in two large independent datasets (Figure S2F; Jé zé quel et al., 2012, 2013; Nagy et al., 2018). These findings suggest a potential functional role of SOX9 in BLBC pathogenesis.

### SOX9 Upregulation Is Required for Lineage Plasticity Caused by Loss of BLBC Tumor Suppressors

To investigate the role of *Sox9* in BLBC, we crossed the C3(1)/Tag BLBC mouse model to a Sox9-GFP transgenic reporter mouse strain (Gong et al., 2010; Green et al., 2000; Maroulakou et al., 1994). The C3(1)/Tag model expresses SV40 large T antigen, which induces tumorigenesis by inactivating TP53 and RB (Ali and DeCaprio, 2001; Green et al., 2000), two of the most frequently mutated tumor suppressors in human BLBC. Interestingly, we found that Tag in the C3(1)/Tag model was primarily expressed in ER^−^ luminal cells, the likely origin of BLBC (Figure S3A). Furthermore, it faithfully recapitulates the multi-step progression and transcriptomic profiles of human BLBC (Pfefferle et al., 2013). As expected, Sox9-GFP is expressed in a fraction of luminal cells in the control mammary gland (Figures 3A and 3B). Interestingly, there was a pronounced increase of Sox9-GFP in focal regions of mammary ductal trees in C3(1)/ Tag animals starting at 2–3 months of age (Figure 3A). This increase was further demonstrated by the appearance of a Sox9-GFP^high^ population in luminal cells (Figure 3B). In contrast, the Sox9-GFP levels in C3(1)/Tag basal cells were not significantly changed (Figure S3B). We validated that Sox9-GFP^high^ cells expressed significantly elevated levels of SOX9 mRNA and protein (Figures 3C and S3C). This indicates that inactivation of TP53 and RB by SV40 large T antigen may directly or indirectly enable upregulation of *Sox9* in luminal cells *in vivo*.

As mentioned above, luminal cells acquire basal cell features during BLBC tumorigenesis (Lim et al., 2009; Molyneux et al., 2010; Wang et al., 2019). Therefore, we characterized the lineage status of Sox9-GFP^high^ cells based on the expression of luminal (KRT8) and basal (KRT14) keratins. Interestingly, prior to overt tumor formation, some areas of C3(1)/Tag mammary glands started to produce KRT8 and KRT14 double-positive (KRT8^+^/KRT14^+^) cells (Figure 3D). Similar bipotent cells have been observed in fetal mammary glands and during neoplastic transformation driven by *Pik3ca*^H1047R^ mutation and *Brca1* deletion (Giraddi et al., 2018; Van Keymeulen et al., 2015; Koren et al., 2015; Spike et al., 2012; Wang et al., 2019). Remarkably, these KRT8^+^/KRT14^+^ cells were almost entirely SOX9-GFP^high^, as shown by immunostaining on tissue sections and flow cytometry (Figures 3D and S3D). Additionally, transcriptomic analysis of Sox9-GFP^high^ and Sox9-GFP^low^ luminal cells in premalignant C3(1)/Tag mammary glands showed a significant enrichment of basal cell molecular signatures in Sox9-GFP^high^ cells, which was further validated by qRT-PCR (Figures 3E and S3E). 

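RNA of luminal mammary epithelial cells from Sox9-GFP;C3(1)/Tag mice of about 3 months was measured on one-colour expression arrays, with 3 arrays of Sox9-GFP high cells and 3 of Sox9-GFP low cells. C3(1)/Tag mice carry SV40 large T antigen, and the GFP reporter follows *Sox9*, on which the cells were FACS-sorted. *Sox9* itself had a log2 value of 14.22 ± 0.39 (SD, n = 3) in Sox9-GFP high cells and 13.21 ± 0.34 (SD, n = 3) in Sox9-GFP low cells, a 2.02-fold difference (adjusted p = 0.0360 from limma). Every Sox9-GFP high array was above every Sox9-GFP low array (exact permutation test, two-sided p = 0.10, the smallest that 3 arrays against 3 allow). The legend of Figure 3E gives n = 3 animals, and by the description of the deposited data both sorts were taken from glands of 3 animals, without saying whether these were pooled. The labels number the arrays of each sort 1 to 3 and do not name the animals, so p-values of single genes measure the spread between these arrays. The authors deposited log2 values for 22206 probe sets per array, and how these arrays were normalized is not given in the sources used here. The array medians lay between 5.15 and 5.21. Of the probe sets, 19572 carry 1 gene symbol, 0 carry several and 2634 are unnamed here, among them any for *Nfkb1*, *Trp53*, *Chuk*, *Ly6a* and *Rpl13a*, which were not analysed here. The deposited values were fitted in limma with no block for the array number, and p-values were adjusted over all probe sets by Benjamini-Hochberg with a threshold of 0.05. For 22 gene lists, fixed from textbook knowledge before the data were examined, limma's camera test compared the members with all other genes at a preset correlation of 0.01. At this setting its p-values rest mainly on the number and spread of genes. Very small values therefore do not measure how well the arrays of a sort agree. The molecular signature database used for Figure 3E was not used here. The number of arrays limits the precision.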

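Several genes of the basal layer were higher in Sox9-GFP high cells, while other hallmark basal genes were not. *Krt17*, a keratin of basal and stressed epithelia, had a log2 value of 14.24 ± 0.63 (SD, n = 3) in Sox9-GFP high cells and 12.15 ± 1.13 in Sox9-GFP low cells, a 4.24-fold difference (adjusted p = 0.0339 from limma). *Mme*, a peptidase on the surface of myoepithelial cells, was 2.57-fold higher (adjusted p = 0.0245), and *Lamb3*, a laminin chain of the basement membrane, was higher by 1.32 on the log2 scale (standard error 0.27, adjusted p = 0.0183). *Krt14* was higher by 0.55 on the log2 scale (standard error 0.21) and lay higher in the Sox9-GFP high array of each of the 3 numbers, but the sorts overlapped and it did not pass the test (adjusted p = 0.159). *Krt5*, the partner of *Krt14* in basal cells, stayed at a low value in both sorts, 4.31 and 4.43. Of 24 measured genes of basal keratins, adhesion and regulators, 3 were higher (*Krt17*, *Mme* and *Lamb3*), 2 were lower and 19 did not pass the test (4 higher and 3 lower when adjusted over the list alone, and 5 higher and 2 lower over all probe sets with the array number as a replicate block). The genes that fell were *Itga6*, an integrin of hemidesmosomes, 2.91-fold lower (adjusted p = 0.00284), and *Dst*, a linker of hemidesmosomes to keratin, 3.80-fold lower (adjusted p = 0.00271). Some members that did not pass, such as *Krt5*, *Snai2*, *Vim* and *Col17a1*, lay below the array medians in both sorts, where background may hide a change. Others that did not pass, such as *Itgb4*, lay well above the medians. The list as a whole had a mean log2 difference of 0.17 and did not pass camera (adjusted p = 0.399). The mean was 0.0374 without Sox9-GFP high replicate 1, 0.28 without Sox9-GFP high replicate 2 and 0.0845 without Sox9-GFP low replicate 2 (adjusted p = 0.948, 0.166 and 0.709). Of 18 basal contractile genes, 1 was higher, *Tpm2*, a tropomyosin, 2.76-fold (adjusted p = 0.0199), none was lower and 17 did not pass (6 higher and 1 lower when adjusted over the list alone). With the replicate block, 6 of them were higher, among them *Mylk*, the myosin light chain kinase, with a log2 difference of 2.53 (adjusted p = 0.0604 without and 0.00263 with the block), *Cald1*, caldesmon, at 1.22 (0.0536 without and 0.00639 with it) and *Tpm1* at 0.96 (0.0804 without and 0.00644 with it). The smooth muscle actin *Acta2* had a log2 difference of -0.64 and the smooth muscle myosin *Myh11* of -0.07, neither past the test. *Myh11*, *Myl9* and *Actg2* lay below the array medians in both sorts, where background may hide a change. The mean over the contractile list was 0.41 (camera adjusted p = 0.242). It was 0.23 without Sox9-GFP low replicate 2 (adjusted p = 0.635), and the list passed camera without Sox9-GFP low replicate 1 (adjusted p = 0.0137) and without replicate 1 of both sorts (adjusted p = 0.0231). Most luminal identity genes did not pass the test. *Krt8* was 17.09 ± 0.17 and 17.19 ± 0.13 in Sox9-GFP high and Sox9-GFP low cells, and *Krt18* differed by 0.10 on the log2 scale. Of 20 luminal epithelial genes, none was higher, 2 were lower and 18 did not pass (2 higher and 3 lower when adjusted over the list alone, and 1 higher and 3 lower with the replicate block). The lower genes were *Krt19*, a luminal keratin, 3.14-fold (adjusted p = 0.00130), and *Muc1*, an apical mucin, 2.29-fold (adjusted p = 0.00700). *Krt19* passed in all 9 fits that left out an array or a number, and *Muc1* in 7. *Krt7* had a log2 difference of 0.97, past the threshold with the replicate block (adjusted p = 0.0708 without and 0.00806 with it) and with a trended, robust prior (0.0325). The luminal list had a mean difference of -0.15 and a median of 0.01 (camera adjusted p = 0.313), and the mean was -0.23 without Sox9-GFP high replicate 1, -0.0787 without Sox9-GFP high replicate 2 and -0.0954 without Sox9-GFP low replicate 1.

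**Figure D1:**
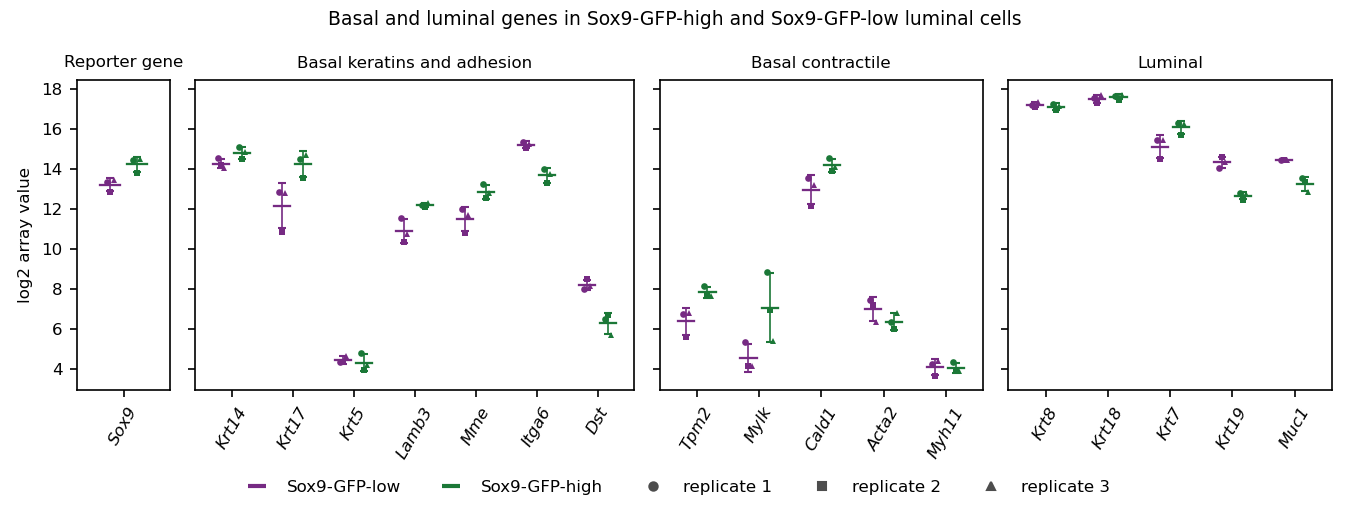
Log2 array values of *Sox9* and of basal and luminal genes, with a point per array (marker shape gives the replicate number), a line at the mean of each sort and bars of 1 SD (n = 3). *Sox9*, *Krt17*, *Lamb3*, *Mme* and *Tpm2* lie higher in every Sox9-GFP high array, as do *Mylk*, *Cald1* and *Krt7*, which passed limma only with the replicate block or in other alternatives. *Itga6*, *Dst*, *Krt19* and *Muc1* lie lower. *Krt14*, *Krt5*, *Acta2*, *Myh11*, *Krt8* and *Krt18* overlap.

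Of markers of other cells in the gland, none of 14 immune, 11 endothelial and 6 adipocyte genes passed in limma in either direction (0, 1 and 1 at an unadjusted p under 0.05, and 1 endothelial gene, *Eng*, lower with the replicate block, adjusted p = 0.0376), and of 10 fibroblast genes only *Dcn* did, 4.67-fold lower in Sox9-GFP high cells (adjusted p = 0.00122). With the replicate block 1 fibroblast gene was higher and 2 were lower: *Postn*, with a log2 difference of 2.45 (adjusted p = 0.0617 without and 9.65e-04 with the block), *Dpt*, at -0.67 (0.133 without and 0.0354 with it), and *Dcn*. *Sox9* passed in 2 of the 9 fits that left out an array or a number, *Krt17* in 5, *Mme* and *Lamb3* in 3 each and *Tpm2* in 6, at positive differences throughout and adjusted p up to 0.180, and *Itga6* and *Dst* passed in all 9. None of these fits had the replicate block. With the block and all arrays, limma adjusted p was 0.00475 for *Sox9*, 6.45e-04 for *Krt17*, 0.00202 for *Mme*, 0.00679 for *Lamb3* and 0.00499 for *Tpm2*. For *Itga6* and *Dst* it was 8.06e-04 and 7.72e-04. Of single arrays, leaving out Sox9-GFP high replicate 1 ended the calls of *Sox9* and the 4 basal genes, Sox9-GFP high replicate 3 those of all but *Tpm2*, Sox9-GFP low replicate 2 or 3 those of *Sox9*, *Mme* and *Lamb3*, and Sox9-GFP low replicate 1 that of *Sox9*. *Krt17* was 2.70-fold higher without Sox9-GFP low replicate 2, and it missed the threshold with a trended, robust prior (adjusted p = 0.0699). From a gene set enrichment of this comparison (Figure 3E), with qRT-PCR beside it, the paper concludes that basal cell signatures are enriched in Sox9-GFP high cells.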

Interestingly, the Sox9-GFP^high^ cells exhibited a higher proliferation rate than other luminal cells, supporting their role in tumor initiation (Figures S3E and S3F).

We further investigated whether Sox9-GFP^high^ cells underwent chromatin-landscape reprogramming toward the basal cell state by assay for transposase-accessible chromatin using sequencing (ATAC-seq) (Buenrostro et al., 2013). Compared to Sox9-GFP^low^ cells, Sox9-GFP^high^ cells had 1181 more-accessible chromatin regions and only 14 less-accessible regions (Figure S3G). As expected, the proximal promoter and distal regions around the *Sox9* locus was more accessible in Sox9-GFP^high^ cells (Figure 3F). Furthermore, reflecting the KRT14^+^ nature of Sox9-GFP^high^ cells, the chromatin regions around *Krt14* were also more accessible (Figure 3F). Concomitantly, the expression levels of both genes were increased in Sox9-GFP^high^ cells (Figures 3C and S3E). To further understand the genome-wide chromatin organization change, we compared Sox9-GFP^high^ and Sox9-GFP^low^ cells for the chromatin accessibility of uniquely accessible regions (UARs) that we recently described in basal cells, ER^−^ luminal cells, and ER^+^ luminal cells (Dravis et al., 2018). Interestingly, chromatin at the basal UARs became more accessible in Sox9-GFP^high^ cells, whereas luminal UARs were not significantly changed between Sox9-GFP^high^ and Sox9-GFP^low^ cells (Figure S3H). Analysis of the ATAC-seq data with chromVAR, a bioinformatic tool for inferring transcription factor (TF) activity using chromatin-accessibility data (Schep et al., 2017), suggested that Sox9-GFP^high^ cells had increased canonical and non-canonical NF-κB activity (Figure S3I). We also found that Sox9-GFP^high^ cells expressed higher levels of NF-κB TFs than Sox9-GFP^low^ cells (Figure 3G), consistent with the role of SOX9 in upregulating NF-κB TFs (Figure 2D).

To determine the functional role of SOX9 in luminal-to-basal reprogramming, we conditionally knocked out *Sox9* in the C3(1)/Tag model by crossing *Sox9*-cKO animals to the C3(1)/ Tag model. Analysis of hyperplastic lesions revealed that while most lesions in the control C3(1)/Tag mice contained KRT8^+^/KRT14^+^ cells, the great majority of lesions in *Sox9*-cKO C3(1)/ Tag mice remained as KRT8^+^ (Figure 3H). These results suggest that Sox9 upregulation enabled by TP53 and RB inactivation promotes luminal-to-basal reprogramming to generate a transitory hybrid cell state during BLBC tumorigenesis.

### *Sox9* Deletion Inhibits the Progression of Benign Lesions to Invasive Tumors in the C3(1)/Tag Model

Utilizing the *Sox9*-cKO; C3(1)/Tag mice, we further investigated the effect of *Sox9* deletion on BLBC progression. When examined at 3–4 months of age, *Sox9*-cKO and control C3(1)/Tag mice showed no significant difference in the formation of mammary intraepithelial neoplasia (MIN), noninvasive lesions similar to ductal carcinoma *in situ* (DCIS) in human breast cancer, indicating *Sox9* deficiency does not affect early-stage hyperplasia (Figures 4A and 4B). The Tag expression levels were also similar between WT and *Sox9* null MINs (Figure S4A). At ~7 months of age, ~40% of the control C3(1)/Tag mice had developed palpable tumors (Figure 4C), which exhibited invasive histology and a disrupted myoepithelial layer as shown by calponin staining (Figures 4A and 4B). However, the MINs in ~7-month-old *Sox9*-cKO C3(1)/Tag mice were arrested at a stage similar to that found in younger animals, exhibiting a noninvasive histology and an intact myoepithelial layer (Figures 4A and 4B).

Consequently, the *Sox9*-cKO; C3(1)/Tag animals had a significant delay in palpable tumor formation (Figure 4C). Although they did eventually develop palpable tumors, all tumors in *Sox9-*cKO;C3(1)/Tag mice still expressed high levels of SOX9 similar to the control C3(1)/Tag tumors (Figure 4D). Interestingly, in line with the incomplete penetrance of MMTV-iCre expression, ~25% of MINs in *Sox9*-cKO;C3(1)/Tag mice expressed SOX9 (Figure 4D). This suggests that these SOX9 WT “escapee” cells were responsible for invasive tumor formation in *Sox9*-cKO mice. Furthermore, deletion of the floxed *Sox9* allele in primary tumor cells from *Sox9-*WT;C3(1)/Tag or *Sox9-*cKO;C3(1)/Tag mice with an adenoviral Cre vector inhibited their tumor organoid-forming ability (Figure S4B). Taken together, the data support an essential role for Sox9 in the development of invasive C3(1)/Tag tumors.

## DISCUSSION

Understanding why LSPCs are prone to BLBC transformation and how they undergo lineage reprogramming will help develop preventive and therapeutic strategies for this aggressive cancer type. Our work reveals that the SOX9 transcription factor acts as a determinant of the ER^−^ LSPC fate and its upregulation enabled by loss of BLBC tumor suppressors contributes to lineage plasticity and the progression of benign lesions to invasive tumors during BLBC oncogenesis. These results demonstrate that SOX9, as an ER^−^ LSPC determinant, acts as a critical lineage plasticity driver for BLBC.

Previous studies have shown specific expression of SOX9 in the ER^−^ luminal lineage (Domenici et al., 2019; Wang et al., 2017). Using *in vivo* genetic approaches, we demonstrate that SOX9 is functionally required for the ER^−^ LSPC activity. Although *Sox9* null ER^−^ luminal cells can be maintained *in vivo*, they are devoid of LSPC activity as measured by *exvivo* organoid culture. The loss in LSPC activity is also manifested by a defect in alveologenesis during early pregnancy, although it was recovered by late pregnancy. We suggest that this is likely due to incomplete deletion of the floxed *Sox9* allele by MMTV-iCre in the mammary epithelium. Interestingly, similar compensation has been observed in a RANK conditional knockout study, in which complete RANK deletion by K5-Cre inhibited alveologenesis, but incomplete deletion by MMTV-Cre had no effect (Schramek et al., 2010).

We found that SOX9 promotes the activation of canonical and non-canonical NF-κB pathways and that both pathways are required for ER^−^ LSPC activity. Previous work has shown that NF-κB is activated in mammary ER^−^ luminal cells and that the NF-κB activators IKKα and RANK are required for alveologenesis (Cao et al., 2001; Fata et al., 2000; Pratt et al., 2009). Furthermore, both canonical and non-canonical NF-κB signaling is required for BLBC oncogenesis driven by BRCA1 mutation (Nolan et al., 2016; Sau et al., 2016; Sigl et al., 2016). SOX9 contributes to NF-κB signaling by increasing the expression of NF-κB family transcription factors (TFs) in ER^−^ LSPCs. This, together with elevated RANK expression in ER^−^ LSPCs (Nolan et al., 2016), is likely to make them hyper-responsive to RANK ligand and other NF-κB stimuli, therefore making these cells more susceptible to transformation.

Our work identified a key driver of lineage plasticity in BLBC. Inactivation of the BLBC tumor suppressors TP53 and RB in the C3(1)/Tag model (Ali and DeCaprio, 2001; Green et al., 2000) leads to a luminal-to-basal transition at the early stage of hyperplasia. Similar early lineage reprogramming has been observed in *Pik3ca*- and *Brca1*-mutation-driven mammary tumorigenesis (Van Keymeulen et al., 2015; Koren et al., 2015; Wang et al., 2019). These findings suggest lineage reprogramming is likely a common mechanism for generating transformation-competent transitory cells in breast oncogenesis. Interestingly, TP53 and RB inactivation by the SV40 Tag enables the upregulation of SOX9 in ER^−^ LSPCs, and SOX9 is required for lineage reprogramming. It is worth noting that although the SV40 Tag was expressed throughout the mammary ducts, SOX9-high cells only emerge at focal regions. This suggests that Tag is like to cooperate with other cell-intrinsic or cell-extrinsic signals to upregulate SOX9. SOX9 has been shown to function as a pioneer factor that can reshape the chromatin landscape (Adam et al., 2015). Consistent with this, we found that SOX9-high luminal cells had an increased number of open chromatin regions that were enriched in areas we previously defined as UARs in basal cells (Dravis et al., 2018). Thus, SOX9-high cells exhibit chromatin-landscape features of both luminal and basal cells. It is worth noting that our work also uncovered a useful tool for studying the transitory reprogramming of cells that can be isolated using the Sox9-GFP reporter, adding to other recently developed reporters for potential basal and luminal bipotent cells (Dravis et al., 2018; Sonzogni et al., 2018).

We found that SOX9 has a particularly important role in the progression of benign lesions to invasive BLBC tumors. In the C3(1)/ Tag model, *Sox9* deletion did not impair the formation of MINs, lesions similar to DCIS in human. However, the *Sox9* null MINs failed to progress to invasive tumors, and the only tumors formed in the *Sox9*-cKO;C3(1)/Tag mice were from cells that escaped *Sox9* deletion. These results revealed a role for SOX9-mediated perturbations of the stem/progenitor cell program in DCIS progression. One possible explanation for this phenotype is that SOX9 acts in cooperation with another SOXE factor, SOX10, in this process based on the following observations. We have recently reported that SOX-binding motifs, including those of SOX10 and SOX9, are enriched in chromatin that is uniquely accessible in stem/progenitor cells (Dravis et al., 2018). SOX10 overexpression also induces reprogramming of cells in multiple mammary cancer models to an invasive, mesenchymal-like state that closely resembles a neural crest-like state (Dravis et al., 2018). Thus, Sox10 and Sox9 overexpression exhibit similar invasive phenotypes, which we speculate contributes to DCIS progression. Interestingly, we found that SOX9 ectopic expression can induce SOX10 expression, and studies have shown that SOXE factors can function as heterodimers (Huang et al., 2015). This suggests that SOX9 and SOX10 are likely to act cooperatively to regulate cell fate plasticity in mammary stem/progenitor cells and breast cancer progression. Future studies are needed to determine whether these factors are correlated with faster DCIS progression in human patients.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr. Wenjun Guo ().

#### Materials Availability

Materials produced in this study are available upon request and with a completed MTA.

#### Data and Code Availability

The accession number for the microarray and ATAC-seq data reported in this paper is GEO: GSE135892.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mice

Sox9^Flox^ (JAX # 013106) (Akiyama et al., 2002), C3(1)/Tag (JAX # 013591) (Green et al., 2000; Maroulakou et al., 1994) and Rosa26-Cas9 (JAX # 026179) (Platt et al., 2014) were obtained from the Jackson Laboratory. MMTV-iCre (MMTV-iCre/CAG-CAC-ECFP) mice were provided by Dr. Jeffrey Pollard (Roussos et al., 2010). Mice for Sox9 conditional knockout experiments were generated by crossing Sox9^Flox/Flox^; MMTV-iCre with Sox9^Flox/Flox^; C3(1)/Tag or Sox9^Flox/+^; MMTV-iCre with Sox9^Flox/+^ mice on a C57BL/6J x FVB/NJ mixed background. Sox9-GFP transgenic mice (Tg(Sox9-EGFP)EB209Gsat/Mmucd) were obtained from Mutant Mouse Resource & Research Centers (MMRRC) and backcrossed to FVB/NJ, which were then crossed with C3(1)/Tag in FVB/NJ.

Genotyping was performed using the primers listed in Table S1. Tg(Sox9-EGFP)EB209Gsat mice were phenotyped by EGFP expression in ear punch hair follicles under a fluorescent microscope.

All experimental animals were females at 2–4 months of age or as indicated in the Results, Figures and Figure Legends.

All experimental procedures were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of Albert Einstein College of Medicine. All experimental animals were female and SPF as determined by testing of sentinel animals.

### METHOD DETAILS

#### Mammary Epithelial Cell Single Cell Preparation

Number three and number four mammary fat pads were dissected and minced until no piece was larger than the bore of a 10 mL serological pipet. For every complete set of glands, 3 mL of the DMEM/F12 (Corning 10–092-CV) + 300 units/ml Collagenase 3 (Worthington LS004182) + 10 units/ml DNase I (Worthington LS002139) + 5 μM Y-27632 (Caymen Chemical 10005583) was used. This mixture was incubated for 2 hours rocking at 37°C. After primary digestion the epithelial pellet was washed with 1x PBS, RBCs were lysed, and RBC lysis buffer was removed. 1 mL of 0.05% Trypsin-EDTA (ThermoFisher 25300054) was then added (for up to three animals), mixed, and incubated for 5 minutes at 37°C. Trypsinization was halted with serum containing media, the sample was triturated, and the cells were pelleted again. This final pellet was incubated 1 mL of DMEM/F12 with 1 U/ml Dispase (Worthington LS02109) with 100 U/ml DNase (Worthington LS002139) at 37°C for five minutes. Dispase was halted by dilution and the final suspension was passed through a 40-micron filter.

#### Fluorescence Activated Cell Sorting (FACS) and Analysis

Fluorescently conjugated antibodies were used 1:100 for all experiments. Staining was accomplished by incubating fluorescently conjugated antibodies for 30 minutes inside a 4°C refrigerator. Keratin 14 was stained for flow cytometry by first fixing cells already stained for surface markers with 3.2% paraformaldehyde (EMS 15714) in PBS for 15 minutes. Fixed cells were then permeabilized with 0.1% Triton X-100 for 10 minutes. Cells were then spun out of permeabilization buffer and resuspended in FACS staining buffer where they were stained for 15 minutes with unlabeled rabbit anti-Keratin 14 (1:1000) followed by 15 minutes with anti-rabbit Alexa Fluor 647 (1:100).

All sorting was performed on a BD Bioscience FACSAriaII, and all analysis was performed on BD LSRII. Analysis of FCS files was done using FlowJo version 10.4.2.

#### Organoid Culture

FACS sorted mammary epithelial cells was resuspended in ice cold Epicult-B media + 5% FBS + 10 ng/ml EGF + 20 ng/ml FGF2 + 4 mg/ml Heparin + 5 μM Y-27632 + 5% Matrigel (Corning 354234). This mixture was then plated on 96-well ultra-low attachment plate (Corning 3474) (10–1,000 cells /well), or on 2-hydroxyethyl methacrylate (Poly-HEMA) coated 6- and 24-well plates (10,000–200,000 cells/well). For organoid passaging, organoids were collected, washed with PBS, disassociated with 0.05% Trypsin-EDTA and then reseeded in organoid culture medium.

#### Lentivirus Production and Infection

Lentivirus was produced in 293T cells using pMD2.G capsid plasmid and pCMVR8.74 packaging plasmid, a gift from Didier Trono (Addgene Plasmids #12259 and 22036). Lentivirus was either used straight or concentrated 10–100x using Lenti-X Concentrator (Takara 631232) as described in the manufacturer’s instructions. Lentiviral infection of ER^−^ luminal cells in suspension was carried out by adding virus (no greater than 50% of total media volume) to single cells in organoid medium with the addition of 5 μg/ml of Polybrene (EMD Millipore TR-1003-G) and culturing overnight. The next morning the cells were washed to remove Polybrene and lentivirus. The washed cells were then reseeded back into organoid medium.

#### Mammary Gland Whole Mount and Carmine Staining

The number four mammary gland was dissected out and stretched across a Superfrost glass slide (Fisher Scientific 12–550-15). The gland was then fixed in Carnoy’s solution. The gland was placed in carmine-alum solution and allowed to stain overnight. The following day, the slide mounted gland was dehydrated and destained. The slide mounted gland was then immersed in xylenes (Fisher Scientific X3P-1GAL), allowed to become transparent, and mounted with a generous portion of Permount (Fisher Scientific SP15100).

#### Estrus Cycle Determination

Mice were restrained with one hand and in the other a 0.5–10 μL pipette was preloaded with 10 μL of sterile, room temperature, 1x PBS. The vagina of the animal was then flushed with the loaded 10 μL of 1x PBS after which that same 10 μL was recovered with the pipette and added to a labeled tube. Each sample was then streaked on a slide and the cytology of the vaginal smear was evaluated using a phase contrast microscope at 10x magnification. Estrus cycle was determined based on cytology (Caligioni, 2009).

#### Total RNA Isolation from Flow Sorted Cells

Cells were sorted directly into 0.75 mL of Trizol LS (ThermoFisher 10296010) as processed as per the Trizol LS protocol. RNA was quantified, as per manufacturer’s instructions, with Qubit® RNA HS Assay Kit (ThermoFisher Q32852).

#### Quantitative RT-PCR

cDNA was synthesized from either poly-A selected or total RNA as per manufacturer’s instructions with the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher 4368813).

RT-PCR reactions were performed using Power SYBR® Green PCR Master Mix (ThermoFisher 4368708). Primers are listed in Table S2.

#### Microarray Analysis of Sox9^Fl/Fl^ and Sox9^Del/Del^ ESR1^−^ Luminal Cells

Estrus cycle of Sox9^Fl/Fl^ and MMTV-iCre; Sox9^Fl/Fl^, between 8–12 weeks, was tracked Gene expression profiling was done using total RNA on an Affymetrix Clariom S Pico, Mouse (ThermoFisher 902932) by the Einstein Genomics Core Facility as per manufacturer’s instructions. CHP files were converted to CEL files using Affymetrix Expression Console. The resulting CEL files were then analyzed using the Transcriptome Analysis Console (TAC) version 4.0.1. The expression data was then output as a human readable text file and reformatted as an GCT file manually.

#### Gene Set Enrichment Analysis of ESR1- Luminal Cell Microarray Data

The GCT file, generated from the microarray data, was loaded into Gene Set Enrichment Analysis (GSEA) version 3.0 (Mootha et al., 2003; Subramanian et al., 2005). Phenotype labels were done with Sox9^Fl/Fl^ samples being set as “Class A” while Sox9^Del/Del^ were set as “Class B.” GSEA analysis was run using the default settings except for “Permutation type” which was set to “gene set.” The gene sets V6.1 H1 Hallmarks and C2 CGP and CP were used for analysis. A false discovery rate of 0.25 was used as cutoff for significance.

#### Gene Set Enrichment Analysis of TCGA Breast Cancer RNA-Seq Data

Raw HTseq count files from all samples in the BRCA database were downloaded from the NIH GDC Data portal. These files were merged into a single GCT file using MergeHTSeqCounts version 0.7 on the Broad GenePattern server (Reich et al., 2006). The GCT file was then preprocessed using PreprocessReadCounts version 0.6 on the Broad GenePattern server. Preprocessing removes lowly expressed genes and then normalizes the dataset to make it better resemble microarray data for which GSEA was designed. This preprocessed GCT file was then loaded into GSEA. The gene sets V6.1 H1 Hallmarks and C2 CGP and CP were used for analysis. Sox9 was used as a gene phenotype and the metric for ranking genes was set to Pearson. A false discovery rate of 0.25 was used as cutoff for significance.

#### Single-cell RNA-Seq Analysis and Gene Set Enrichment Analysis

Fastq files from scRNA-seq were aligned and quantified with the Alevin function of Salmon v0.13. Gene-Cell matrices were turned into a Seurat object, normalized with SCTransform analyzed by Seurat v3.0 (Hafemeister and Satija, 2019; Stuart et al., 2019). Differentially expressed genes between ER- luminal and all other clusters were determined by the Wilcoxon test within Seurat with a cutoff of FDR ≤ 0.05 and then exported and ranked based on their log fold change. This rank file was then used for preranked gene set enrichment analysis.

#### CRISPR sgRNA Design and Cloning

Sox9 and Nfkb2 sgRNAs were designed using the CHOPCHOP webserver (Labun et al., 2016). Oligos were cloned into pXLV-Puro as described previously (Cong et al., 2013; Zhang et al., 2016). The sgRNA targeting sequences are in Table S3.

#### Western Blots

All cells were lysed in RIPA buffer with protease and phosphatase inhibitors and sonicated in a Bioruptor (Diagenode). Protein samples were reduced with TCEP and separated on 4%–12% gradient TruPAGE Precast Gels (Sigma PCG2003) buffered by TruPAGE Tris-MOPS SDS Express Running Buffer (Sigma PCG3003) and wet tank transferred to a PVDF membrane (EMD Millipore IPVH00010). Membrane was blocked with 5% non-fat dry milk in TBS-T. Primary antibodies were incubated with the membrane overnight in 5% BSA TBS-T at indicated ratios. Secondary antibodies were incubated in 5% milk with TBS-T for one hour at RT. Between all antibody steps membrane was washed 3x for 5 minutes with TBS-T. The membrane was then incubated with either Western Lightning ECL Pro (PerkinElmer NEL121001EA) or VisiGlo Prime HRP Chemiluminescent ECL Substrate (Amresco 89424–016) depending on the sensitivity required. Membrane was then imaged via CCD camera using an Odyssey® Fc (Li-Cor). Resulting exposures were exported at 600 DPI in TIF format.

#### Tissue Fixation for Paraffin Embedding

The number 4 mammary fat pad of the mouse was dissected out and stretched across a Superfrost glass slide (Fisher Scientific 12–550-15). Tumors were dissected out and cut with a razor blade such that at least one side was at most 2 mm thick. These tissues were then place in 10% formalin and allowed to fix overnight at room temperature after which they were transferred to 70% ethanol. All paraffin embedding, and sectioning was performed by Einstein Histology & Comparative Pathology Core.

#### Processing and Staining of Formalin Fixed Paraffin Embedded Slides (FFPE)

Slides were rehydrated serially with a xylene:ethanol:water series. If a peroxidase reaction will be used as part of the staining pro- tocol, endogenous peroxidase was quenched with methanol (EMD Millipore MX04881) containing 0.3% hydrogen peroxide (Fisher Scientific NC0512932) for 15 minutes after the 100% ethanol step. Antigen retrieval was performed in a pressure cooker using 1x Antigen Unmasking Solution (Vector Laboratories H-3300). Each section was then blocked with TBS-T(0.1%) + 5% goat serum. Primary antibody was diluted in blocking solution and allowed to stain overnight at 4°C. After primary incubation the slide was washed 3x with TBS-T(0.1%) and stained either with a secondary that was conjugated with HRP or a secondary conjugated to a fluorophore. HRP signal was developed using DAB Peroxidase (HRP) Substrate Kit, 3,3′-diaminobenzidine (Vector Laboratories SK-4100) for a measured amount of time as required to see sufficient signal on a positive control slide. For fluorescently conjugated secondary antibodies the slide was incubated with secondary antibodies, diluted in 5% goat serum in TBS-T.

#### Imaging of FFPE Slides

Fluorescent slides were imaged with an AXIO Examiner D1 microscope (Zeiss), equipped with a confocal scanner unit CSU-X1 (Yakagawa), and automated micrometer stage (Sutter Instrument). Slidebook software version 6 was used for acquisition and flat field and dark field corrections were performed at the time of capture for all images.

Chromogen slides were scanned with a P250 High Capacity Slide Scanner (3D Histech).

#### Cloning of IκBα^SR^ into pLVX-Puro

IκBα^SR^ was PCR cloned from pBabe puro IkB alpha M, a gift from Inder Verma (Addgene plasmid # 12332), into pLVX-Puro (Takara 632164) via NEB HiFi Assembly Kit (New England Biolabs E2621S). PCR was performed using PrimeSTAR MAX DNA polymerase (Takara R045A) as per manufacturer’s instructions. Assembly reaction was transformed into ElectroMAX Stbl4 Competent Cells (ThermoFisher 11635018) using a MicroPulser Electroporator (BIO-RAD) using cuvettes with a 1 mm gap and the default settings for *E. coli*.

#### ATAC-seq and Data Analysis

The transposition assay was performed as previously described (Buenrostro et al., 2015) 1.4×10^4^ nuclei from sorted Sox9-GFP-high and Sox9-GFP-low C3(1)/Tag cells were used in each reaction with 20 mL of transposition mix (10 μL 2x TD, 0.5 mL TDE1, 6.6 ul PBS, 2.9 μL H2O; Illumina Nextera FC-121–1030) and incubated at 37°C for 30 minutes with shaking. The library was amplified with 12 cycles of PCR as determined by qPCR to be the optimal cycle number (25% library saturation). The library was purified with AMPure XP beads (Beckman A63881), and then analyzed by Agilent TapeStation, and 50 bp single-end sequencing was performed with Illu- mina HiSeq 2500. ATAC-seq analysis was performed as previously described (Bao et al., 2015). In brief, after quality check with FastQC, sequencing reads were mapped to the mouse genome (mm9) with Bowtie (Langmead et al., 2009), with these parameters: -m 1 -S -n 2 -l 30. Bedgraph files generated were then quantile normalized using the R package “preprocessCore” and converted into BigWig format and visualized in Integrative Genomics Viewer (Robinson et al., 2011). Genome-wide average signal profile at genes was checked for each sample to ensure similar signal-to-noise level. Signal profiling was performed using deepTools (Ramıŕez et al., 2014) Differential peaks were called with SICER-df-rb (Zang et al., 2009), with these parameters: window size: 100, gap size: 100, E-value: 0.01, FDR: 0.05.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All statistics were performed as unpaired Student’s t test unless otherwise stated in the figure legend and using Prism version 7.0d. All details regarding n number and what n represents are stated in figure legends. A p value less than 0.05 was considered significant.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
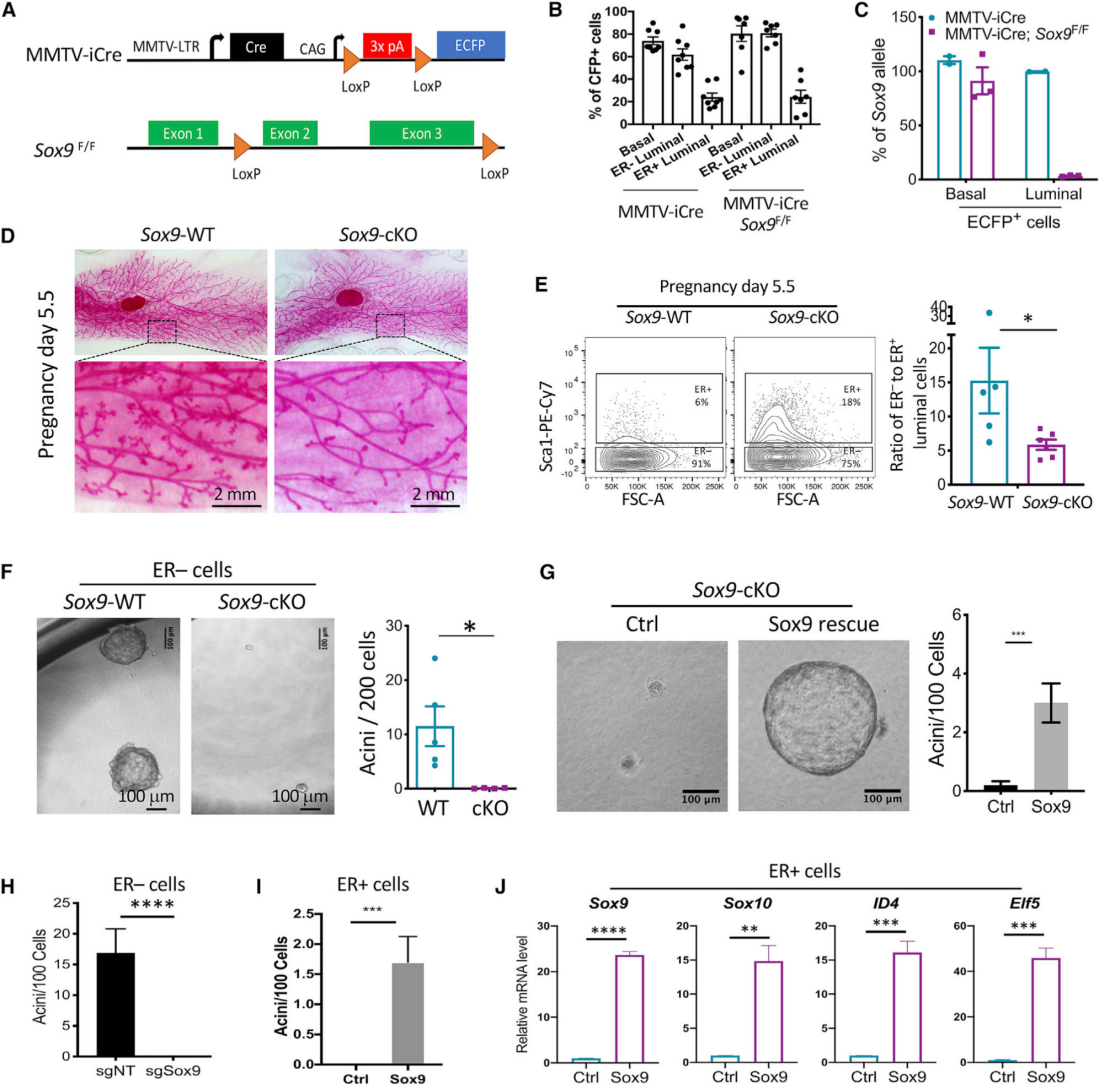
*Sox9* Deletion *In Vivo* Inhibits ER^−^ Luminal Stem/Progenitor Activity (A) Schematic of mouse models. (B) MMTV-iCre activity in mammary epithelial cell subpopulations, based on the ECFP reporter. Mean ± SEM (n = 7–8 per group). (C) Sox9 allele frequency in ECFP+ basal or luminal cells of indicated animals. Genomic DNA of fluorescence-activated cell sorting (FACS)-sorted cells was analyzed by qPCR. Mean ± SEM (n = 2–3 per group). (D) Representative whole-mount carmine stain of pregnancy day 5.5 mammary glands of *Sox9*-WT (*Sox9* ^F/F^,n= 6) or *Sox9*-cKO (MMTV-iCre; *Sox9* ^F/F^,n= 8) mice. Mean ± SEM. (E) Ratio of ER^−^ to ER^+^ luminal cells at pregnancy day 5.5 as determined by flow cytometry. Mean ± SEM (n = 5–6 per group). *p < 0.05. (F) Acinus-forming ability of ECFP+ ER− luminal cells sorted from *Sox9*-WT (MMTV-iCre) or *Sox9*-cKO (MMTV-iCre; *Sox9*^F/F^) mice at 2–3 months. Mean ± SEM (n = 4–5 per group). *p < 0.05. (G) Acinus-forming ability of ECFP^+^ ER^−^ luminal cells from MMTV-iCre; Sox9^F/F^ mice transduced with the Sox9-expressing or control lentiviral vector. Freshly FACS-sorted cells were transduced in organoid culture, puromycin selected, and then reseeded for measuring acinus-forming ability. Representative results of two experiments are shown. Mean ± SEM ***p < 0.001. (H) Acinus-forming capability of *Sox9-*WT ER- luminal cells transduced with the indicated sgRNA lentiviral vectors. Cells were transduced in organoid culture, selected with puromycin, and then re-seeded for measuring organoid-forming ability. Representative results of three experiments are shown. Mean ± SEM ****p < 0.0001. I) Acinus-forming ability of *Sox9*-WT ER^+^ luminal cells transduced with the Sox9 or control lentiviral vector. Cells were transduced in adherent culture, selected with puromycin, and then reseeded in organoid culture 3 days post-transduction. Representative results of two experiments are shown. Mean ± SEM. ***p < 0.001. (J) Expression levels of ER^−^ luminal transcription factors in ER^+^ luminal cells transduced by the Sox9-expressing or control vector as done in (I). Cells were analyzed by qRT-PCR 3 days post-transduction. Representative results of two experiments are shown. Mean ± SEM. **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 2.**
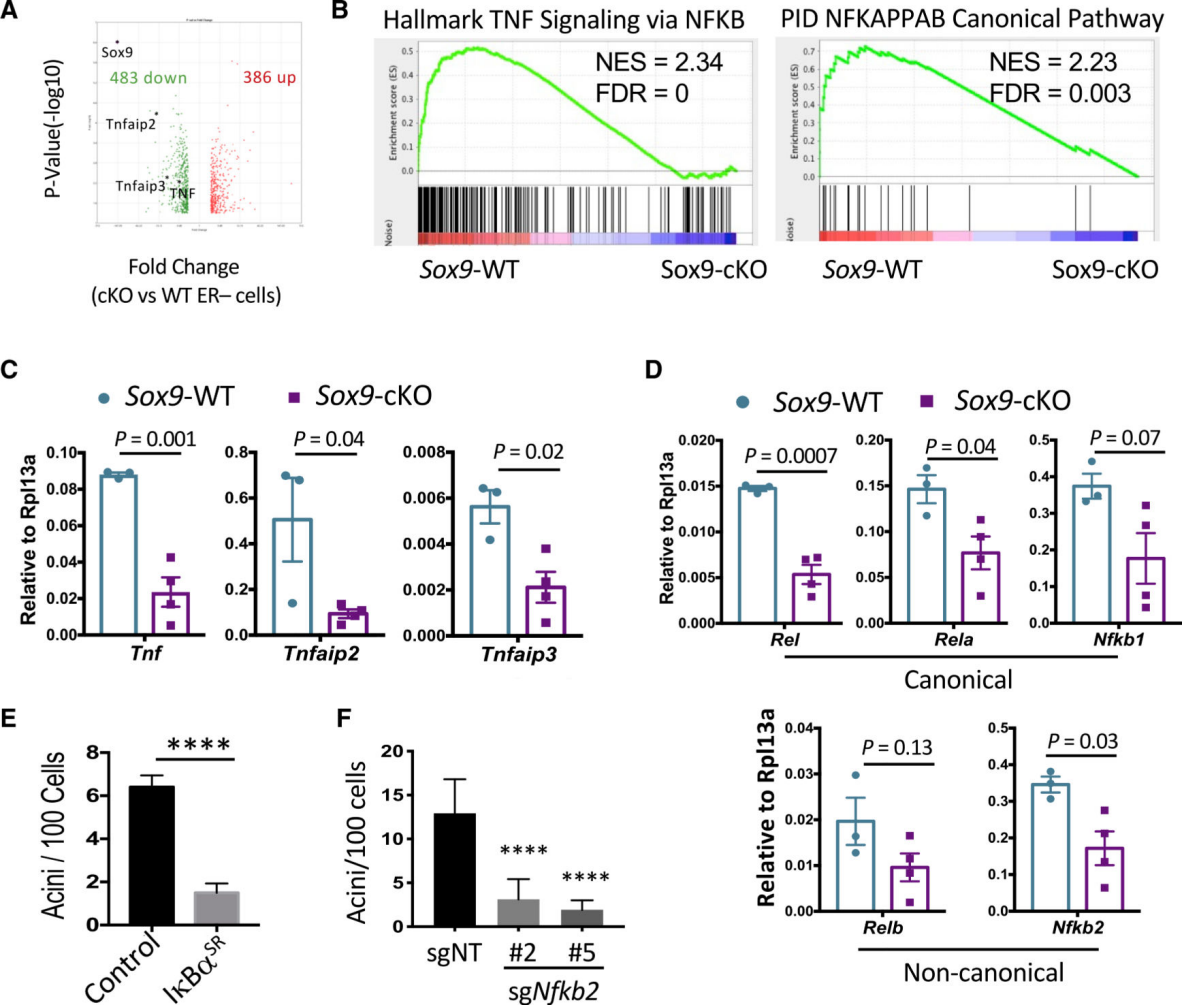
*Sox9* Deletion Leads to NF-κB Signaling Defect *In Vivo* (A) Volcano plot comparing the transcriptomes of *Sox9-*WT (*Sox9*^F/F^) and *Sox9-*cKO (MMTV-iCre; *Sox9*^F/F^) ER^−^ luminal cells. Genes with >2-fold expression difference and p < 0.05 were plotted. Total RNA of sorted ER^−^ luminal cells (n = 3 mice per group, 8–12 weeks of age in diestrus) was used for microarray analysis. (B) GSEA analysis showing enrichment of representative NF-κB-related gene sets in *Sox9-*WT ER^−^ luminal cells compared to *Sox9*-cKO cells. (C) Validation of NF-κB target genes in ER^−^ luminal cells sorted from either *Sox9*-WT or *Sox9*-cKO animals by qRT-PCR (n = 3–4 per group, 8–12 weeks of age in diestrus). Mean ± SEM. (D) Expression levels of NF-κB family transcription factors in *Sox9*-WT or *Sox9*-cKO ER^−^ luminal cells, as measured by qRT-PCR (n = 3–4 per group, 8–12 weeks of age in diestrus). Mean ± SEM. (E) Acinus-forming ability of ER^−^ luminal cells transduced with the IκBα^SR^ or control vector. FACS-sorted cells from C57BL/6J were transduced in organoid culture, puromycin selected, and then reseeded for measuring acinus-forming ability. Representative results of two experiments are shown. Mean ± SEM. ****p < 0.0001. (F) Acinus-forming ability of Rosa26-Cas9 ER^−^ luminal cells transduced with lentiviral vectors expressing *Nfkb2*-targeting or control non-targeting guide RNAs. FACS sorted cells were transduced in organoid culture, puromycin selected, and then reseeded for measuring acinus-forming ability. Two *Nfkb2*-targeting sgRNAs were used to control specificity. Representative results of two experiments are shown. Statistical analysis was performed by one-way ANOVA with Tukey multiple comparison correction. Mean ± SEM. ****p < 0.0001.

**Figure 3.**
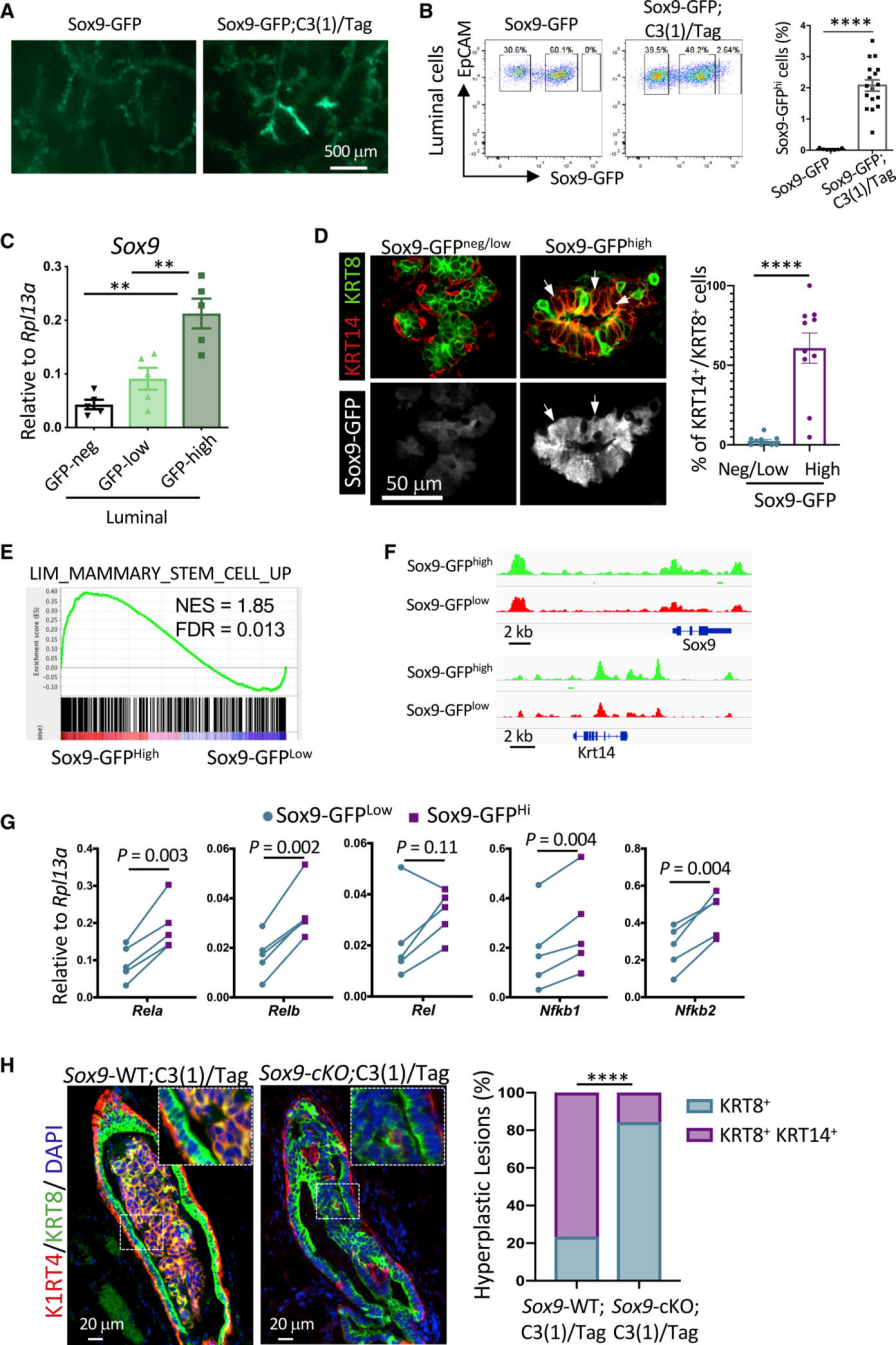
Upregulation of *SOX9* during C3(1)/Tag BLBC Tumorigenesis Results in Luminal-to-Basal Reprogramming (A) Representative GFP whole-mount images of inguinal mammary glands from either Sox9-GFP (n = 7) or Sox9-GFP;C3(1)/Tag (n = 17) animals at ~3 months of age. (B) Sox9-GFP levels in luminal cells from Sox9-GFP (n = 7) or Sox9-GFP;C3(1)/Tag (n = 17) mice at rv3 months old. Mean ± SEM. ****p < 0.0001. (C) qRT-PCR quantification of *Sox9* levels in luminal cells various levels of GFP. Cells were FACS-sorted from Sox9-GFP; C3(1)/Tag animals (n = 5). Mean ± SEM. **p < 0.01. (D) KRT8 (Alexa Fluor 546) and KRT14 (Alexa Fluor 647) immunostaining of mammary gland cryosections from ~3-month-old Sox9-GFP; C3(1)/Tag animals. Representative images of Sox9-GFP^neg/low^ or Sox9-GFP^high^ ducts are shown (left). The arrows point to representative KRT8^+^/KRT14^+^/Sox9-GFP^high^ cells. The graph shows the percentage of Sox9-GFP^neg/low^ or Sox9-GFP^high^ cells exhibiting the KRT8^+^/KRT14^+^ phenotype in each duct. Mean ± SEM. ****p < 0.0001. (E) GSEA comparing transcriptomes of Sox9-GFP^High^ and Sox9-GFP^Low^ luminal cells of rv3-month-old Sox9-GFP;C3(1)/Tag animals (n = 3). (F) ATAC-seq gene tracks for *Sox9* and *Krt14* in Sox9-GFP^low^ or Sox9-GFP^high^ luminal cells from rv3-month-old Sox9-GFP;C3(1)/Tag mice (n = 2 biological samples, four animals per sample). (G) qRT-PCR measuring the expression levels of NF-κB factors in Sox9-GFP^low^ and Sox9-GFP^high^ luminal cells FACS sorted from ~3-month-old Sox9-GFP;C3(1)/Tag mice (n = 5). (H) KRT8 (Alexa Fluor 568) and KRT14 (Alexa Fluor 488) immunostaining of hyperplastic lesions in either *Sox9*-WT;C3(1)/Tag (Sox9^F/F^; C3(1)/Tag) or *Sox9*-cKO;C3(1)/Tag (MMTV-iCre; *Sox9*^F/F^; C3(1)/Tag) animals at 6–7 months of age. Representative images (left) and quantification (right) of the lesion phenotypes are shown. 30 lesions from four *Sox9*-WT;C3(1)/Tag and 19 lesions from five *Sox9-*cKO;C3(1)/Tag mice were analyzed. Statistical analysis was performed by Fisher’s exact test. ****p < 0.0001.

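Between the sorts, Sox9-GFP high cells had lower levels of milk and ER-negative luminal progenitor genes and higher levels of mitotic and DNA replication genes. Of 22206 probe sets, 888 were higher and 711 lower in Sox9-GFP high cells at an adjusted p under 0.05 from limma, 521 of the former and 508 of the latter by more than 2-fold. Milk genes fell together: of 12 measured, 11 were lower, none was higher and 1 did not pass (11 lower when adjusted over the list alone). The mean difference over the list was -2.91 on the log2 scale (camera adjusted p = 1.45e-16, and adjusted p = 0.0292 with an estimated correlation, but 0.122 with the replicate block and an estimated correlation). None of the 22 lists passed under that last setting. *Csn2*, encoding beta-casein, was 25.5-fold lower, at 11.11 ± 1.62 against 15.78 ± 0.41 (SD, n = 3 each; adjusted p = 0.00249). The caseins *Csn1s1* and *Csn1s2a* and alpha-lactalbumin, *Lalba*, were 16.6-fold, 15.9-fold and 19.2-fold lower. Single arrays moved some of these folds: without Sox9-GFP high replicate 3, *Csn2*, *Csn1s2a* and *Lalba* were 14.4-fold, 9.02-fold and 8.91-fold lower, without Sox9-GFP high replicate 1 they were 44.5-fold, 26.9-fold and 30.2-fold lower, and without Sox9-GFP low replicate 3 *Lalba* was 31.5-fold lower. Of 20 genes of ER-negative luminal progenitors, of which 3 are also milk genes, 15 were lower, none was higher and 5 did not pass (16 lower and 1 higher when adjusted over the list alone, and 16 lower and none higher with the replicate block), with a mean difference of -2.07 (camera adjusted p = 6.75e-19, and adjusted p = 0.0181 with an estimated correlation, but 0.122 when the replicate block was added to it). They included lactotransferrin, *Ltf*, 22.2-fold lower, the membrane mucin *Muc15*, 28.4-fold lower (adjusted p = 2.02e-04), and the folate receptor *Folr1*, 13.8-fold lower. *Elf5*, a transcription factor of alveolar luminal cells, was 8.57-fold lower (adjusted p = 0.00268) and *Sox10* 5.45-fold lower (adjusted p = 5.73e-04). The receptor *Kit* and the enzyme *Aldh1a3*, both markers of luminal progenitors, had differences of 0.44 and -0.03 that did not pass. *Kit* passed as higher with a trended, robust prior in limma (adjusted p = 0.0471). Of 13 ER-positive luminal genes, 1 was higher (*Ly6d*, 3.17-fold), 2 were lower (*Fxyd2*, 3.64-fold, and *Xbp1*, 2.41-fold) and 10 did not pass (1 higher and 3 lower when adjusted over the list alone and also with the replicate block), with a mean difference of -0.29 (camera adjusted p = 0.169). *Esr1* was low in both sorts, at 3.36 and 3.49. Of 24 mitotic genes, 13 were higher, none was lower and 11 did not pass (18 higher when adjusted over the list alone, and 16 over all probe sets with the replicate block). *Top2a*, the topoisomerase of dividing cells, was 3.21-fold higher (12.49 ± 0.26 against 10.81 ± 0.13, adjusted p = 9.94e-04), *Cdc20*, an activator of the anaphase-promoting complex, 2.69-fold, and the proliferation marker *Mki67* 1.06 higher on the log2 scale (standard error 0.18). Of 24 genes of DNA replication and E2F targets, 14 were higher, none was lower and 10 did not pass (15 higher when adjusted over the list alone and also with the replicate block), among them cyclin E1, *Ccne1*, 2.48-fold, and the ribonucleotide reductase *Rrm2*, 2.32-fold. The mean differences were 0.87 and 0.63 (camera adjusted p = 1.15e-12 and 3.60e-09). With an estimated correlation neither cell cycle list passed (adjusted p = 0.266 for both).

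**Figure D2:**
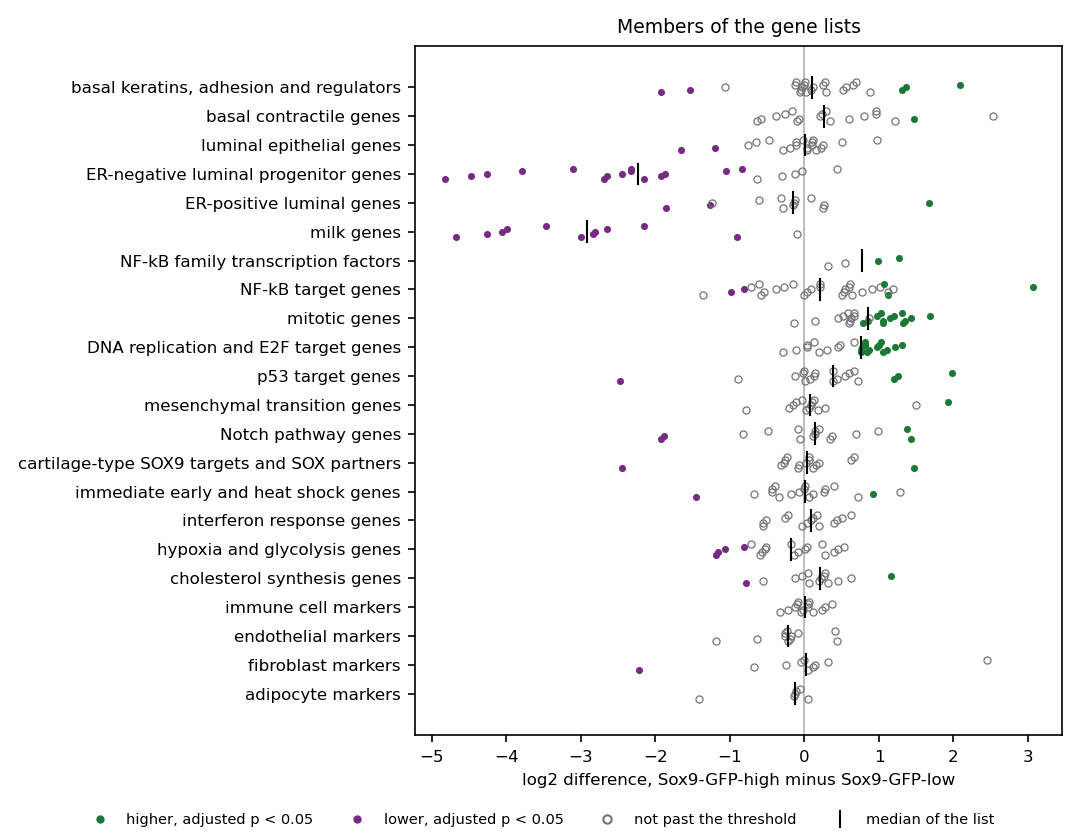
Log2 difference (Sox9-GFP high minus Sox9-GFP low cells) of each measured member of the 22 gene lists, with filled points for members past an adjusted p of 0.05 and a black line at the median of each list. The milk and ER-negative luminal progenitor lists lie lowest, with medians of -2.92 and -2.24, and the mitotic and DNA replication lists have medians of 0.86 and 0.76.

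Among the largest rises were transcription factors of development, *Runx3* (26.9-fold, adjusted p = 5.73e-04), *Dlx5* (9.55-fold), *Osr1* (9.22-fold) and *Nr2f2* (9.16-fold). *Cdkn2a*, which encodes inhibitors of the cell cycle, was 16.3-fold higher, at 10.10 ± 1.00 against 6.07 ± 1.70 (SD, n = 3 each; adjusted p = 0.0102, and 0.0864 without replicate 2 of both sorts). *Abca12*, a lipid transporter of epidermis, was 26.3-fold higher, the collagen receptor *Ddr2* 8.36-fold, *Tnfaip3*, a feedback inhibitor of NF-κB, 8.35-fold, and *Dynap* 8.27-fold. The Sox9-GFP low means of *Runx3* (5.04) and *Abca12* (4.64) and the Sox9-GFP high mean of *Folr1* (4.88) lay below the array medians. Background, which the deposited values do not give, may limit such folds. *Zscan4c* (10.8-fold), *Pramel19* (9.66-fold) and the histone gene *H2bc1* (8.35-fold) belong to multigene families whose members may share probes, so their values are uncertain. Besides milk and progenitor genes, the largest falls were in *Cyp24a1*, the vitamin D hydroxylase (23.1-fold), *Chil1* (19.5-fold), the lysosomal lipase *Lipa* (19.1-fold), the amino acid oxidase *Lao1* (18.5-fold), the mucin *Muc4* (16.9-fold) and *Tspan8* (15.7-fold). Without Sox9-GFP low replicate 2, *Cdkn2a*, *Dlx5*, *Tnfaip3* and *Dynap* were 9.96-fold, 6.07-fold, 4.81-fold and 4.65-fold higher, and without Sox9-GFP low replicate 1 *Cdkn2a* and *Dynap* were 31.3-fold and 14.2-fold higher. *Cyp24a1* was 15.2-fold lower without Sox9-GFP high replicate 3, 36.7-fold without Sox9-GFP high replicate 1 and 37.1-fold without Sox9-GFP low replicate 3, *Zscan4c* was 6.93-fold higher without Sox9-GFP high replicate 1 and 17.8-fold without Sox9-GFP high replicate 3, and *H2bc1* 5.17-fold without Sox9-GFP high replicate 3. Fits with the array number as a replicate block called 1404 probe sets higher and 1108 lower, 1598 of them shared with the 1599 above. Without replicate 3 of both sorts, 231 were higher and 316 lower. Of the genes named with a fold here, *Zscan4c* passed in 8 of the 9 fits that left out an array or a number, *Lalba* and *Ccne1* in 7 each, *Dynap* in 6 and *Fxyd2* and *Ly6d* in 3 each, *Cdkn2a* in 8, and the others in all 9. *Mki67* passed in 7 of these fits. With a trended, robust prior *Lalba* (adjusted p = 0.120), *Csn1s2a* (0.0586) and *Dynap* (0.0573) missed the threshold, and with quantile normalization *Ly6d* did (0.0531).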

**Figure 4.**
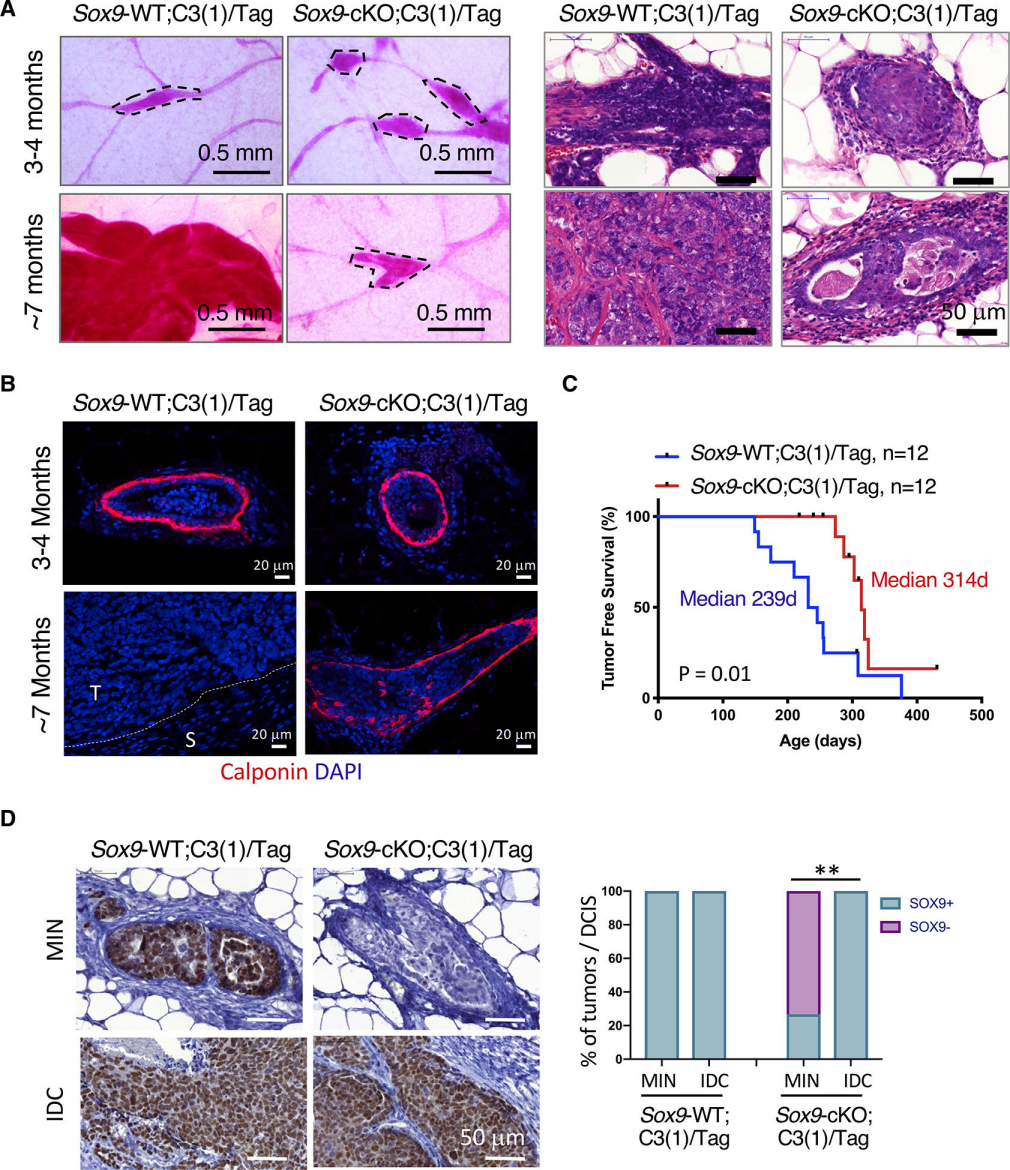
*Sox9* Deletion Inhibits the Progression of Benign Lesions to Invasive Carcinoma (A) Representative carmine whole-mount (left) and hematoxylin and eosin (right) staining of mammary glands or tumors from *Sox9*-WT;C3(1)/Tag or *Sox9*-cKO;C3(1)/Tag mice (n = 5 per group). (B) Representative calponin stain in MINs or tumors from the indicated animals (n = 3–5 per group). The dotted line marks the interface of tumor area (T) and stromal area (S). (C) Kaplan-Meier survival curve showing tumor onset in *Sox9*-WT;C3(1)/Tag or *Sox9*-cKO C3(1)/Tag animals (n = 12 per group). p value was calculated by log-rank test. (D) SOX9 immunohistochemistry (IHC) in MINs and invasive ductal carcinoma (IDC). 17 MINs from 4 *Sox9*-WT;C3(1)/Tag and 30 MINs from 7 *Sox9*-cKO;C3(1)/Tag mice were analyzed. p value was determined by Fisher’s exact test. **p < 0.01.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Biotin anti-mouse TER-119	BioLegend	AB_313705
Biotin anti-mouse CD45	BioLegend	AB_312969
Biotin anti-mouse CD31	BioLegend	AB_312899
PerCP/Cy5.5 anti-mouse/human CD49f	BD Biosciences	AB_11151910
APC anti-mouse CD326 (Ep-CAM)	BioLegend	AB_1134102
PE/Cy7 anti-mouse Ly-6A/E (Sca-1)	BioLegend	AB_493596
PE Streptavidin	BioLegend	AB_2819020
Streptavidin V450	BD Biosciences	AB_2033992
Sox9 (D8G8H) Rabbit mAb	Cell Signaling Technology	AB_2665492
Rabbit Anti-Histone H3	Abcam	AB_302613
HRP Goat anti-mouse IgG	BioLegend 405306	AB_315009
HRP Goat anti-mouse IgG	BioLegend 406401	AB_2099368
Rabbit Purified anti-Keratin 14 Antibody	Biolegend 905304	AB_2616896
Chicken Purified anti-Keratin 14 Antibody	Biolegend 906004	AB_2616962
Rat Anti-Keratin 8 (Provided as Supernatant)	Developmental Studies Hybridoma Bank	AB_531826
Calponin 1 (D8L2T) XP	Cell Signaling Technology	AB_2798789
Goat anti-Rat IgG (H+L) Secondary Antibody, Alexa Fluor® 568 conjugate	ThermoFisher	AB_2534121
Alexa Fluor® 488-AffiniPure Goat Anti-Chicken IgY (H+L)	Jackson ImmunoResearch	AB_2337390
Alexa Fluor® 488-AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	AB_2338046
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	ThermoFisher	AB_2535812
Goat anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 546	ThermoFisher	AB_2534125
Bacterial and Virus Strains		
ElectroMAX Stbl4 Competent Cells	ThermoFisher	Cat# 11635018
Chemicals, Peptides, and Recombinant Proteins		
Y-27632	Cayman Chemical	10005583
Phosphate-Buffered Saline, 1X without calcium and magnesium, pH 7.4 ± 0.1	Corning	21-040-CM
UltraPureTM 0.5M EDTA, pH 8.0	ThermoFisher	15575020
Human Recombinant Epidermal Growth Factor	Sigma	E9644
Human Recombinant Fibroblast Growth Factor 2	EMD Millipore	GF003
Ethanol	Decon Laboratories, Inc.	2701
Chloroform	Fisher Scientific	BP1145
Glacial Acetic Acid	Fisher Scientific	A38S500
1M Tris-HCl, pH 8.0	TekNova	T1080
Magnesium Chloride Hexahydrate	Fisher Scientific	BP214-500
Calcium Chloride	Fisher Scientific	BP510-500
EGTA	Sigma	E3889
Nonidet P-40 Substitute	IBI Scientific	IB01140
Sodium Deoxycholate	Sigma	30970
Sodium Fluoride	Alfa Aesar	11561-30
b-glycerophosphate disodium salt hydrate	Sigma	G9422
Sodium Orthovanadate	Sigma	S6508
Halt™ Protease Inhibitor Cocktails	ThermoFisher	PI87786
Red Blood Cell Lysing Buffer Hybri-Max	Sigma	R7757
Heparin	Sigma	H3149
Collagenase 3	Worthington	LS004182
DNase I	Worthington	LS002139
0.05% Trypsin-EDTA	ThermoFisher	25300054
Dispase	Worthington	LS02109
3.2% paraformaldehyde	EMS	15714
Triton X-100	Fisher Scientific	BP151
Matrigel	Corning	354234
Polybrene	EMD-Millipore	TR-1003-G
Xylenes	Fisher Scientific	X3P-1GAL
Permount	Fisher Scientific	SP15100
Trizol LS	ThermoFisher	10296010
TCEP	GoldBio	TCEP1
TruPAGE Tris-MOPS SDS Express Running Buffer	Sigma	PCG2003
Western Lightning ECL Pro	PerkinElmer	NEL121001EA
VisiGlo Prime HRP Chemiluminescent ECL Substrate	Amresco	89424-016
Methanol	EMD Millipore	MX04881
30% Hydrogen Peroxide	Fisher Scientific	NC0512932
Antigen Unmasking Solution	Vector Laboratories	H-3300
Lenti-X Concentrator	Takara	631232
DAB Peroxidase (HRP) Substrate Kit, 3,3′-diaminobenzidine	Vector Laboratories	SK-4100
Critical Commercial Assays		
High-Capacity cDNA Reverse Transcription Kit	ThermoFisher	4368813
Power SYBR® Green PCR Master Mix	ThermoFisher	4368708
PrimeSTAR MAX DNA polymerase	Takara	R045A
NEB HiFi Assembly Kit	New England Biolabs	E2621S
Qubit® RNA HS Assay Kit	ThermoFisher	Q3285
Affymetrix Clariom S Pico, Mouse	ThermoFisher	902932
TruPAGE Precast Gels	Sigma	PCG3003
Nextera DNA Library Kit	Illumina	FC-121-1030
Deposited Data		
Sox9-GFP; C3(1)-Tag Microarray Data, Sox9-cKO Microarray Data, and Sox9-GFP; C3(1)-Tag ATAC-seq Data	GEO	GEO: GSE135892
Experimental Models: Cell Lines		
Sox9-Flox Mammary Epithelial Organoids	This Paper	N/A
Rosa26-Cas9-EGFP Mammary Epithelial Organoids	This Paper	N/A
HEK293T cell line, ATCC	ATCC	CVCL_0063
Experimental Models: Organisms/Strains		
B6.129S7-Sox9^tm2Crm^/J *Mus musculus*	JAX	IMSR_JAX:013106
FVB-Tg(C3-1-TAg)cJeg/JegJ *Mus musculus*	JAX	IMSR_JAX:013591
B6J.129(Cg)-Gt(ROSA)26Sor^tm1.1(CAG-cas9_*_,-EGFP)Fezh^/J *Mus musculus*	JAX	IMSR_JAX:026179
FVB-Tg(MMTV-iCre/CAG-CAC-ECFP) *Mus musculus*	Pollard Lab	Roussos et al., 2010
STOCK Tg(Sox9-EGFP)EB209Gsat/Mmucd *Mus musculus*	MMRRC	MMRRC_011019-UCD
FVBJ.B6(Cg) Tg(Sox9-EGFP)EB209Gsat/Mmucd *Mus musculus*	This Paper	N/A
FVB-Tg(MMTV-iCre/CAG-CAC-ECFP); B6.129S7-Sox9^tm2Crm^/J *Mus musculus*	This Paper	N/A
FVB-Tg(MMTV-iCre/CAG-CAC-ECFP); B6.129S7-Sox9^tm2Crm^/J; FVB-Tg(C3-1-TAg)cJeg/JegJ *Mus musculus*	This Paper	N/A
FVB-Tg(C3-1-TAg)cJeg/JegJ; FVBJ.B6(Cg) Tg(Sox9-EGFP)EB209Gsat/Mmucd *Mus musculus*	This Paper	N/A
Oligonucleotides		
Primers for genotyping are found in the genotyping primers table	Multiple Sources	N/A
Primers for RT-PCR are found in the RT-PCR primers table	This Paper	N/A
Primers for cloning are found in the cloning primers table	This Paper	N/A
Recombinant DNA		
pBabe puro IkB alpha M	Addgene	Addgene_12332
pLVX-Puro	Takara	632164
pMD2.G	Addgene	Addgene_12259
pCMVR8.74	Addgene	Addgene_22036
pLVX-Puro-IKBKB^Mut^	This Paper	N/A
pXLV-Puro	Zhang et al., 2016	N/A
pXLV-sgNT1	This Paper	N/A
pXLV-Puro sgSox9	This Paper	N/A
pXLV-Puro sgNfkb2 E2	This Paper	N/A
pXLV-Puro sgNfkb2 E5	This Paper	N/A
Software and Algorithms		
TAC V4.0	Thermofisher	N/A
FlowJo VX	BD	N/A
GSEA 3.0	Mootha et al., 2003; Subramanian et al., 2005	N/A
Seurat V3.0	Stuart et al., 2019	N/A
Bowtie v1.2	Langmead et al., 2009	N/A
preprocessCore v1.46	GenePattern Server	N/A
deepTools v2.0	Ramírez et al., 2014	N/A
SICER-df-rb v1.1	Zang et al., 2009	N/A
BD FACSDiva V8	BD	N/A
chromVAR	Schep et al., 2017	N/A
Other		
EpiCult™-B Mouse Medium Kit	Stem Cell Technologies	05610
Fetal Bovine Serum, Heat Inactivated	Corning	35-015-CV
DMEM/F12	Corning	10-092-CV
AMPure XP beads	Beckman	A63881

## Highlights

- SOX9 is required for luminal stem/progenitor cell (LSPC) activity
- SOX9 enhances activation of canonical and non-canonical NF-κB pathways in LSPC
- SOX9 upregulation drives luminal-to-basal reprogramming during BLBC formation
- SOX9 deletion blocks progression of DCIS to invasive BLBC

How the deposited data were processed for this re-analysis (not part of the article)

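Expression was measured in luminal mammary epithelial cells FACS-sorted by Sox9-GFP from Sox9-GFP;C3(1)/Tag mice of about 3 months, with 3 arrays of Sox9-GFP high and 3 of Sox9-GFP low cells. The authors deposited log2 values per probe set, 1 column per array. The software and normalization behind these arrays are not given in the sources used here. For its other array experiment the paper names Affymetrix Clariom S Pico mouse arrays and the Transcriptome Analysis Console. The arrays had 22206 probe sets each, medians from 5.15 to 5.21, lowest values from 1.91 to 2.02 and highest values from 18.7 to 18.9. Pearson's r across probe sets was 0.992 to 0.994 between arrays of one sort and 0.979 to 0.988 between sorts. No pair of arrays was identical. No array-specific signal over background was given, so dim values could not be told from background.

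Probe sets were named by the table of the array's genes. Its 19572 entries with a gene symbol were matched by gene identifier to a RefSeq table of the GRCm38.p6 assembly, which matched 19572 and changed 0 symbols. No genome build is named for the array, and no coordinates are given. Of 19505 genes, 55 had several probe sets, and in 12 of these the probe sets differed in sign. A gene was represented by its probe set with the highest mean over all arrays.

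All probe sets were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, no block, as the paper's statistics section names an unpaired test), with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold is 2 to the power of the difference between mean log2 values. Gene lists were tested with camera at a preset correlation of 0.01 and adjusted over the 22 lists, on the 354 of 378 listed genes that were measured. The labels number the arrays of each sort 1 to 3. Deviations from the sort means correlated at 0.236, 0.232 and 0.218 for arrays with the same number, and at most at -0.06 for arrays with different numbers. As deviations sum to 0 within a sort, positive values for equal numbers push the others below 0, which is no separate evidence. The numbers were taken to pair the arrays on the basis of the values for equal numbers. The main fit and all fits that left out an array or a number ignored this pairing. How often a gene passed in the latter thus also reflects the missing block and the fewer arrays. The description of the deposited data has both sorts taken from glands of 3 animals. It ties no number to an animal and does not say whether the glands were pooled. Fits with the number as a replicate block (1404 probe sets higher and 1108 lower) are given where they change the count of calls in a list or the call of a gene named in the text. Exact permutation tests of 3 arrays against 3 cannot give a p below 0.10.

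Alternatives were the replicate block, quantile normalization between arrays, centring on the array medians, leaving out the dimmest 33% of probe sets, a trended and robust prior, array weights, leaving out each array and each number, the methods' t-test, camera with an estimated correlation, fry, GSEA with 10000 gene set permutations (fgsea 1.28.0, ranked by signal-to-noise) and the mean over a gene's probe sets. All were listed before the data were examined, except the replicate block with an estimated correlation and both basal lists tested as 1 list, without and with the block. The tests were checked on simulated data for this comparison, with 22206 probe sets and 200 of them changed in each of 20 runs. limma recovered 60.4% of those changed by 1 on the log2 scale and 99.7% of those changed by 2, and 5.98% of its calls were false. camera called a list of 20 genes shifted by 0.5 in all 20 runs and 1 of 200 unshifted lists. Genes were simulated independently, with nothing shared by arrays of the same number, while correlations estimated in the real lists reached 0.53. These rates therefore do not show how camera behaves on lists with correlated members.

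Genes named in the text were chosen by a rule fixed before the data were examined: the 12 largest rises and 12 largest falls past the threshold with no overlap between sorts, leaving out predicted genes and olfactory and vomeronasal receptors, the genes the paper names, and up to 4 members per list with the largest difference, called members first. *Krt5*, *Lamb3*, *Acta2*, *Myh11*, *Krt18*, *Kit*, *Aldh1a3*, *Birc3* and *Mki67* fall outside the rule and were chosen after their values were seen. The lists cover basal keratins, adhesion and regulators, basal contractile, luminal epithelial, ER-negative luminal progenitor, ER-positive luminal and milk genes, NF-κB transcription factors and target genes, mitotic genes, DNA replication and E2F targets, p53 targets, mesenchymal transition, the Notch pathway, cartilage-type SOX9 targets and SOX partners, immediate early and heat shock genes, interferon response, hypoxia and glycolysis, cholesterol synthesis, and markers of immune cells, endothelium, fibroblasts and adipocytes. The chromatin accessibility data, the *Sox9* knockout arrays and the qRT-PCR were not analysed here.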

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

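The tests of explanations below were chosen after the result was seen, apart from the count over splits of the arrays. No group had enough arrays to test a single array against the others. The ER-negative progenitor, milk, DNA replication, p53 target and hypoxia lists passed camera and are not reported by the paper's text for these arrays, while a higher proliferation rate of these cells is reported there by other measures (Figures S3E and S3F). With an estimated correlation the DNA replication (adjusted p = 0.266), p53 target and hypoxia (0.350 for both) lists lost the call. With the replicate block added to it the ER-negative progenitor and milk lists did too (0.122 for both), but no list passed under that setting. The basal lists did not pass camera and are taken up for the single genes called.

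ER-negative luminal progenitor genes (mean log2 difference -2.07, Sox9-GFP high minus Sox9-GFP low cells) and milk genes (-2.91) were lower in every Sox9-GFP high array for 17 of the 20 and 11 of the 12 genes, where chance gives 5% for lower and 11.4% of all probe sets were lower in this way. Dilution by basal or stromal cells would lower all luminal genes alike, but the luminal epithelial list had a median of 0.00919 (SD over genes 0.58) against -2.24 for the progenitor list. For more ER-positive luminal cells in the Sox9-GFP high sort, the ER-positive list had a median of -0.16 with an SD of 0.87 over genes that went both ways (*Ly6d* 1.67, *Esr1* -0.13, *Xbp1* -1.27 and *Cited1* -1.24, the last past the threshold with the replicate block, adjusted p = 0.0893 without and 0.00322 with it), which does not decide it. The gate on bright Sox9-GFP speaks against such cells, as the paper reports more *Sox9* mRNA in ER-negative than in ER-positive luminal cells, and the progenitor marker *Kit* was not lower (0.44), but the shares of the cell types were not measured here and this stays open. A candidate biological explanation is that Sox9-GFP high cells, or cells of another differentiation state among them, have left the secretory programme, which these arrays of bulk cells do not test.

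Of DNA replication and E2F target genes (mean log2 difference 0.63) 14 of 24 were called higher, and of mitotic genes (0.87) 13 of 24, none lower in either list. The other members did not pass the test, and with an estimated correlation neither list passed camera (adjusted p = 0.266 for both). If a gate on bright GFP took larger cells in G2 and mitosis, genes of DNA replication were predicted to stay level, and their median was 0.76 (SD over genes 0.45). The prediction assumes that such cells hold no more of these transcripts than Sox9-GFP low cells. That was not measured, so the test cannot decide. Cells in S phase, G2 or mitosis taken by the gate stay open. A higher share of dividing cells, or more T antigen in Sox9-GFP high cells, remain as hypotheses that were not tested here.

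Basal cells carried into the Sox9-GFP high sort would raise contractile genes with the other basal genes. Of the called basal genes outside the contractile list, the 3 that rose, selected for it, had a median log2 difference of 1.36, and *Itga6* (-1.54) and *Dst* (-1.92) fell. The 18 contractile genes had a median of 0.26 (SD over genes 0.81) but went both ways: *Mylk* (2.53), *Tpm2* (1.46), *Cald1* (1.22) and *Tpm1* (0.96) were positive, *Acta2* was at -0.64 and *Myh11* at -0.07, and with the replicate block 6 were higher and 0 lower. The cells were sorted as luminal, a gate that should remove basal cells, and the paper lists antibodies to CD49f, the product of *Itga6*, and EpCAM, but no gates for these arrays in the sources used here. The fall of *Itga6* and *Dst* and the values of *Acta2*, *Myh11* and *Krt5* (-0.13) go against basal cells. These are single genes, *Itga6* is also expressed by luminal cells, and *Krt5* and *Myh11* were dim, so a small share of basal cells stays open beside basal-like expression within luminal cells, as the paper proposes.

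p53 target genes had a mean log2 difference of 0.26 (adjusted p = 0.0453), with *Pmaip1*, *Perp* and *Phlda3* higher by 1.97, 1.25 and 1.20, *Trp53inp1* lower (-2.48) and 15 not past the test (5 higher and 2 lower when adjusted over the list alone and also with the replicate block). The call was lost with an estimated correlation (adjusted p = 0.350) and in 7 of the 9 fits that left out an array or a number, at up to 0.148. It was also lost with dim probe sets left out (camera adjusted p = 0.173) and with quantile normalization (0.0569). The list did not pass fry (adjusted p = 0.0518) or GSEA with gene set permutation (0.344). In those fits *Trp53inp1* passed in 9, *Pmaip1* and *Perp* in 8 each and *Phlda3* in 5.

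Hypoxia and glycolysis genes had a mean log2 difference of -0.30 (adjusted p = 0.0191), with *Pkm*, *Aldoa*, *Slc2a1* and *Pfkp* lower (-1.19, -1.17, -1.07 and -0.81), none higher and 15 not past the test (6 lower when adjusted over the list alone, and 5 with the replicate block). The camera call was lost with an estimated correlation (adjusted p = 0.350), without Sox9-GFP high replicate 2 (0.0713), without Sox9-GFP low replicate 1 (0.0729) and without replicate 2 of both sorts (0.109). The list also did not pass fry (adjusted p = 0.0921) or GSEA with gene set permutation (0.212). In the 9 fits that left out an array or a number, *Pkm*, *Aldoa* and *Slc2a1* passed in 7 each and *Pfkp* in 1.

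The comparison called 1599 probe sets. Of the 10 splits of the 6 arrays into 3 and 3, 1 gave a count as large, the sort itself, and the highest other count was 0 in limma (1083 at an unadjusted p under 0.05, against 4583 for the sort). The 3 other splits that part every numbered pair had at most 457 at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.05.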

How the results depend on the processing

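Of the alternatives, 19 per gene list were listed before the data were examined, and the replicate block with an estimated correlation and both basal lists tested as 1 list, without and with the block, were chosen after seeing the data. Counts of 888 higher and 711 lower probe sets moved to 1404 and 1108 with the replicate block. By the methods' t-test they were 517 and 507 at over 2-fold and an unadjusted p under 0.05, and 1 and 2 after Benjamini-Hochberg. The 2-fold cutoff is that of Figure 2A, given for the paper's other arrays and not for these. Leaving out an array or a number, with fewer arrays in each fit, gave 231 to 672 higher (493, 496, 494 and 522 without Sox9-GFP high replicate 1, Sox9-GFP high replicate 3, Sox9-GFP low replicate 2 and Sox9-GFP low replicate 3, and 377, 357 and 231 without replicate 1, 2 and 3) and 316 to 563 lower (431 and 451 without Sox9-GFP high replicate 3 and Sox9-GFP low replicate 2, and 396, 365 and 316 without replicate 1, 2 and 3). Quantile normalization, median centring, dim probe sets left out, a trended prior and array weights kept both counts within 1.5 times.

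The milk (-2.91) and ER-negative progenitor (-2.07) lists passed under all 19 listed before. They lost the call only with the replicate block with an estimated correlation (adjusted p = 0.122 for both). None of the 22 lists passed under that setting, so it does not set these lists apart. The mitotic (0.87) and DNA replication (0.63) lists passed under 18 of 19. They lost the call with an estimated correlation (adjusted p = 0.266 for both) and with the block and an estimated correlation (0.518 for both). The estimated correlations were 0.29 and 0.22, against the preset 0.01, which raises the variance allowed for these lists. That of the progenitor list was 0.0124, near the preset, and its camera adjusted p still rose from 6.75e-19 to 0.0181. The size of the correlation alone thus does not account for the change under this setting. With an estimated correlation camera also takes its degrees of freedom from the arrays and not from the genes, and the replicate block leaves fewer still. With so few arrays, a call lost under these settings does not by itself show that a list did not differ. The basal lists passed as 1 list with the replicate block (mean 0.28, adjusted p = 0.0380, against 0.195 without it), and the contractile list ran from 0.23 to 0.60 over fits that left out an array or a number, past the test without Sox9-GFP low replicate 1 (0.60) and without replicate 1 (0.49). Of the lists that passed, NF-κB transcription factors did so under 16 of the 19, hypoxia and glycolysis under 13 and p53 targets under 7. The replicate block changed no call of a list, and added 15 calls among the 129 named genes and lost none. The cause was not tested.

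Some values that did not pass the test changed sign without a call. Most lay near 0 with all arrays, but *Kdr* (0.44), *Lyz2* (-0.32), *Coro1a* (0.27) and *Cnn1* (0.22) lay further from it. With array weights the means were -0.00188 for Notch, -0.0551 for immediate early, -0.0146 for immune and -0.000511 for interferon genes, and *Aldh1a3* was 0.0406. The immediate early list was -0.00464 with median centring and -0.0282 with quantile normalization, and with dim probe sets left out cartilage-type targets were 0.00644 and fibroblast markers 0.0554. With quantile normalization *Epcam* was 0.0180, *Krt8* 0.000281 and *Pik3ca* -0.0471. Over fits that left out an array or a number, the ranges were -0.0808 to 0.15 for Notch, -0.0882 to 0.0361 for cartilage-type targets, -0.10 to 0.12 for immediate early, -0.0474 to 0.0946 for interferon, -0.0425 to 0.0774 for immune and -0.11 to 0.10 for fibroblast genes. For single genes they were -0.0598 to 0.61 for *Cnn1*, -0.0716 to 0.56 for *Coro1a*, -0.12 to 0.0820 for *Epcam*, -0.25 to 0.0219 for *Esr1*, -0.12 to 0.77 for *Kdr*, -0.55 to 0.0926 for *Lyz2*, -0.0371 to 0.0622 for *Pik3ca*, -0.42 to 0.0542 for *Krt5*, -0.29 to 0.16 for *Myh11*, -0.00875 to 0.18 for *Krt18* and -0.33 to 0.28 for *Aldh1a3*. Dim genes such as *Krt5*, *Myh11* and *Esr1* are limited by signal over background, which the deposited values do not give.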

Differences from the paper's values

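The paper states that basal cell signatures are enriched in Sox9-GFP high cells (Figure 3E), with a gene set from a molecular signature database that was not used here. The basal lists used here had positive mean differences, 0.17 for keratins, adhesion and regulators and 0.41 for contractile genes, and neither passed camera (adjusted p = 0.399 and 0.242) nor GSEA with gene set permutation (adjusted p = 0.344 and 0.307). Some members of both lists lay below the array medians in both sorts, so background may limit what these lists can show. At the cutoff of 0.25 that the paper names for GSEA of its other data, the contractile list passes camera, and under 11 of the 19 alternatives set before the data were examined, and the other basal list under 2 of them, the replicate block (0.240) and leaving out Sox9-GFP high replicate 2 (0.166). The contractile list passed without Sox9-GFP low replicate 1 (adjusted p = 0.0137) and without replicate 1 of both sorts (adjusted p = 0.0231), while both basal lists tested as 1 list with the replicate block, an alternative chosen after seeing the values, passed at an adjusted p of 0.0380. Over the alternatives that tested each list on its own, adjusted p ran from 0.0137 to 0.829 for the contractile list. It ran from 0.166 to 0.948 for the other. Of the single genes, *Krt17*, *Mme*, *Lamb3* and *Tpm2* were called in the direction the paper states, and the basal genes *Itga6* (-1.54) and *Dst* (-1.92) in the other. Over the 9 fits that left out an array or a number, none with the replicate block, the former passed in 3 to 6 and the latter in all 9. With the block and all arrays, all of these genes passed in limma (adjusted p up to 0.00679, for *Lamb3*).

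The paper states that *Krt14* was higher in Sox9-GFP high cells (Figures 3C and S3E for *Sox9* and *Krt14*, panel S3E not used here). In the arrays its log2 difference was 0.55, positive in each of the 3 numbered pairs, with an adjusted p of 0.159, and no alternative brought it past the threshold (lowest adjusted p 0.0816, with the replicate block). Adjustment over all probe sets is stricter than a test of 1 gene, and the unadjusted limma p was 0.0252. The paper also reports KRT14 protein by staining and flow cytometry (Figures 3D and S3D) and more open chromatin at *Krt14* (Figure 3F), which were not analysed here.

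*Sox9* was 2.02-fold higher in Sox9-GFP high cells by array and about 2.3-fold in Fig. 3C, the paper's qRT-PCR of other samples, read by eye, within the error. In another system, SOX9 expressed from a vector in ER-positive luminal cells, the paper reports more *Sox10*, *Id4* and *Elf5* (Figure 1J). In these arrays *Sox10* (-2.45) and *Elf5* (-3.10) were lower in Sox9-GFP high cells, and the dim *Id4* (-0.13) did not pass. The cells and the comparison differ, so the arrays do not test that result.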

Other observations

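Among genes not yet described, 4 of the Notch pathway were called, in both directions. The effectors *Hey1* and *Hey2* were lower in Sox9-GFP high cells (log2 differences -1.93 and -1.88, adjusted p = 0.00788 and 9.55e-04), while the pathway's DNA-binding factor *Rbpj* and the glycosyltransferase *Lfng* were higher (1.37 and 1.43, adjusted p = 0.0132 and 0.0457). *Hey2* passed in all 9 fits that left out an array or a number, *Hey1* in 8, *Rbpj* in 6 and *Lfng* in 1 (adjusted p up to 0.137), and *Lfng* also missed the threshold with array weights (adjusted p = 0.0551). Of 16 Notch genes, 2 were higher, 2 were lower and 12 did not pass (2 higher and 3 lower when adjusted over the list alone, and 3 each way with the replicate block), with a mean difference of 0.03 (camera adjusted p = 0.935). Of 14 mesenchymal transition genes only *Axl*, a receptor kinase, was called (3.82-fold higher, adjusted p = 0.0143, and 1 higher when adjusted over the list alone), with a list mean of 0.21 (camera adjusted p = 0.723) that was 0.11 without Sox9-GFP high replicate 1, 0.33 without Sox9-GFP high replicate 2, 0.34 without Sox9-GFP low replicate 1 and 0.0682 without Sox9-GFP low replicate 2. *Fn1*, fibronectin, had a difference of 1.49 and *Tnc*, tenascin, of -0.79, past the threshold with the replicate block but not without it (adjusted p = 0.0232 and 0.0388). Of 16 cartilage-type SOX9 targets and SOX partners, *Sox6* was higher (2.77-fold) and *Sox10* lower (3 higher and 1 lower when adjusted over the list alone), with a mean of -0.02, a median of 0.04 and a camera adjusted p of 0.984.

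The paper reports higher NF-κB transcription factors in Sox9-GFP high cells by qRT-PCR of other samples (Figure 3G). In the arrays, *Rel* and *Relb* were 2.41-fold and 1.98-fold higher (adjusted p = 0.0179 and 0.0178, in 5 and 3 of the 9 fits that left out an array or a number), and *Rela* and *Nfkb2* had differences of 0.55 and 0.31 that did not pass (2 of 4 higher when adjusted over the list alone). The 4 genes had a mean difference of 0.78 (camera adjusted p = 0.0106, and adjusted p = 0.350 with an estimated correlation). They did not pass fry (adjusted p = 0.0747) or GSEA with gene set permutation (0.297). Of 29 NF-κB target genes, 3 were higher (*Tnfaip3*, 3.06, *Cxcl10*, 1.12, and *Cxcl1*, 1.07 on the log2 scale), 2 were lower (*Cflar*, -0.99, and *Birc3*, -0.81) and 24 did not pass (11 higher and 5 lower when adjusted over the list alone). *Tnfaip3* passed in all 9 of those fits, *Cflar* in 7, *Cxcl10* in 4 and *Cxcl1* and *Birc3* in 2 each (adjusted p up to 0.225 for *Cxcl1*). With the replicate block 6 were higher and 5 lower, among the former *Tnf* (1.19, adjusted p = 0.0588 without and 0.0153 with it). The mean over the list was 0.27 (camera adjusted p = 0.313), and 0.12 without Sox9-GFP low replicate 2 (adjusted p = 0.635). *Tnfaip3* was 2.27 without that array. *Tnfaip2*, which the paper measured in another model, had a difference of -0.55 that did not pass.

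Other lists did not pass camera. Of 18 immediate early and heat shock genes, *Klf4* was higher (0.92) and *Fos* lower (-1.46), with a mean of 0.00182 and a camera statistic of the opposite sign (adjusted p = 0.946), and 2 were higher and 1 lower when adjusted over the list alone. *Nr4a1* (1.28) and *Btg2* (0.72) passed with the replicate block but not without it (adjusted p = 0.00180 and 0.0337 with it). Of 15 interferon response genes none passed in limma, also when adjusted over the list alone (4 higher and 3 lower at an unadjusted p under 0.05, mean 0.03, camera adjusted p = 0.993, with a statistic of the opposite sign). Of 14 cholesterol synthesis genes, *Dhcr7* was higher (1.16) and *Sc5d* lower (-0.79), with a mean of 0.15 (camera adjusted p = 0.399, with means of 0.0985 and 0.25 without replicate 2 and 3 of both sorts, and 2 higher and 1 lower when adjusted over the list alone). In the fits that left out an array or a number, *Dhcr7* passed in 8 of 9, *Axl* in 7, *Klf4* in 6, *Sox6* in 5, *Fos* in 3 and *Sc5d* in 1. The mean differences were 0.02 for immune (camera adjusted p = 0.984, with a statistic of the opposite sign), -0.22 for endothelial (0.242, with means of -0.11 without Sox9-GFP high replicate 2, -0.0201 without Sox9-GFP low replicate 1 and -0.35 without Sox9-GFP low replicate 2, the last past the test at 0.0286), -0.01 for fibroblast (median 0.01, camera adjusted p = 0.680) and -0.30 for adipocyte markers (0.313).

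Of other genes the paper names, *Brca1* had a difference of 0.78 (adjusted p = 0.109 without and 0.0436 with the replicate block). *Rb1* (-0.63), *Notch1* (0.37), *Tnfrsf11a* (-0.44), *Id4* (-0.13), *Snai2* (0.09), *Cnn1* (0.22), *Pik3ca* (0.02) and *Epcam* (-0.02) did not pass the test.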
